# Polymorphisms in miRNA binding sites involved in metabolic diseases in mice and humans

**DOI:** 10.1038/s41598-020-64326-4

**Published:** 2020-04-29

**Authors:** Pascal Gottmann, Meriem Ouni, Lisa Zellner, Markus Jähnert, Kilian Rittig, Dirk Walther, Annette Schürmann

**Keywords:** Obesity, Type 2 diabetes, Computational biology and bioinformatics, Data mining, miRNAs

## Abstract

Type 2 diabetes and obesity are well-studied metabolic diseases, which are based on genetic and epigenetic alterations in combination with an obesogenic lifestyle. The aim of this study was to test whether SNPs in miRNA-mRNA binding sites that potentially disrupt binding, elevate the expression of miRNA targets, which participate in the development of metabolic diseases. A computational approach was developed that integrates transcriptomics, linkage analysis, miRNA-target prediction data, and sequence information of a mouse model of obesity and diabetes. A statistical analysis demonstrated a significant enrichment of 566 genes for a location in obesity- and diabetes-related QTL. They are expressed at higher levels in metabolically relevant tissues presumably due to altered miRNA-mRNA binding sites. Of these, 51 genes harbor conserved and impaired miRNA-mRNA-interactions in human. Among these, 38 genes have been associated to metabolic diseases according to the phenotypes of corresponding knockout mice or other results described in the literature. The remaining 13 genes (e.g. *Jrk*, *Megf9*, *Slfn8* and *Tmem132e*) could be interesting candidates and will be investigated in the future.

## Introduction

Obesity, the excessive accumulation of body fat, is a lifestyle-driven as well as genetically heritable disorder, and a major risk factor for secondary diseases like type 2 diabetes (T2D)^1^. In the past, several studies identified candidate disease genes by human genome-wide association studies (GWAS) or linkage analysis of inbreed mouse strains^2^.

Most studies identified different types of variants, which lead to an impaired protein function or different regulatory effects. However, investigations with respect to genomic binding sites of other translational regulators, such as non-coding RNAs, are still in an early state for obesity and type 2 diabetes. miRNAs are small non-coding RNAs of a length of 19-24 nucleotides that alter the expression or translation of the corresponding target genes^3^. The target prediction of miRNAs is still inaccurate, resulting in a high false-positive rate. The combination of different prediction tools^4^, transcriptomics^5,6^, pathway analysis and the examination of a biologically meaningful context is important to lower the false-positive rate^7^. In our previous study, the validity of an integrative approach was confirmed and led to the identification of miR-31 and the elucidation of its role in adipogenesis, also showing that results obtained for mice were successfully translated to human^8^. We have also demonstrated that the combination of a computational framework and a linkage analysis of several mouse strains, that differ in their diabetes susceptibility, is indeed sufficient to narrow down the critical genomic region and identify genes, which are relevant for the metabolic syndrome^9^.

The aim of this study was to investigate to which extent genetic variants localized in quantitative trait loci (QTL) result in a loss of miRNA-mRNA binding, thereby affecting the expression of target genes in metabolically relevant tissues of obese and diabetic New Zealand Obese mice (NZO). The evidence for the putatively affected interactions to have an impact on disease development was further strengthened by comparing the data with altered miRNA-mRNA-interactions detected in humans and performing several statistical enrichment analyses.

## Results

### Comparison of genetic variants in miRNA-mRNA binding sites and transcriptome data

In order to identify SNPs within miRNA binding sites of mRNAs that may result in their dysregulated expression and thereby having an effect on metabolic diseases, a computational approach was developed (Fig. 1a (1)). We hypothesize that genetic variants in miRNA binding sites to mRNAs disrupt miRNA binding and, thus, result in a higher gene expression that leads to a metabolic phenotype (Fig. 1a (2-3)). The computational framework combined obesity and diabetes QTL, transcriptome data, miRNA-target-prediction tools and sequence information on SNPs (single nucleotide polymorphisms). The polymorphisms were then examined for conservation in human and evaluated for metabolically relevant phenotypes detected in knockout mice, GWAS, and eQTL. (Fig. 1a (4-5)). Finally, it was investigated whether the resulting set of genes with potentially modified miRNA-mediated expression are enriched in genes that are already known to be associated with a metabolic phenotype in knockout mice (Fig. 1a (6)). This not only confirms the relevance of our filtering steps for metabolic diseases, but allows the identification of novel promising candidates which contribute to metabolic disorders.

**Figure 1:**
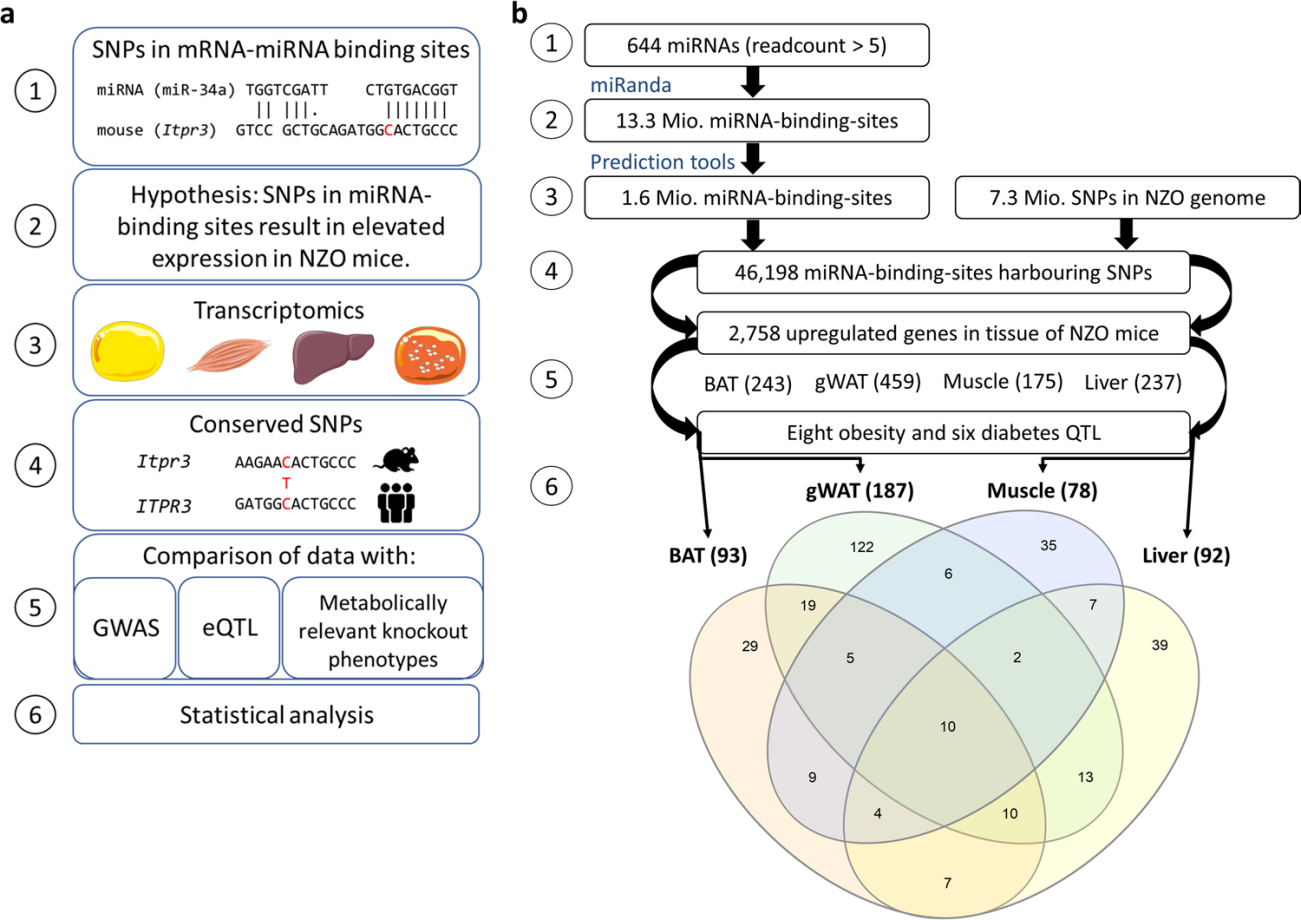
Conceptual overview of the study design (A) and workflow (B) for the identification of polymorphisms in miRNA-mRNA binding sites. **(a)** (1) Identification of genomic variants in miRNA-mRNA binding sites. (2-3) Comparison of genes with an impaired miRNA binding site with genes that have higher expression levels in tissues of NZO mice. (4) Conservation of polymorphisms between mice and humans. (5) Scanning for metabolically relevant genes that have an impaired miRNA binding site and a conserved polymorphism. (6) Enrichment analysis of results. **(b)** (1) miRNAs expressed with a readcount >5 according to miRBase22 were filtered. (2) Results of a genome-wide screen for miRNA-mRNA binding sites as predicted by the miRanda tool. (3) Reduction of the number of possible miRNA-mRNA-interactions by using several prediction tools. (4) Identification of SNPs within miRNA-mRNA binding sites. (5) Comparison of genes carrying SNPs within miRNA-mRNA binding sites with transcriptome data of brown adipose tissue (BAT), gonadal white adipose tissue (gWAT), skeletal muscle and liver. (6) Venn diagram illustrating the number of genes located in QTL per tissue exhibiting higher expression levels and a SNP in a miRNA-mRNA binding site. Tissue images adapted from: https://smart.servier.com/.

Between lean, diabetes-resistant B6, and obese, diabetes-susceptible NZO mice a total of 7,252,111 SNPs were identified. Taking data from miRBase22 and selecting for miRNAs that had been detected with a read count of >5 resulted in 644 miRNAs which are expressed in different cell types and tissues. According to the miRanda prediction program^10^, these 644 miRNAs (Fig. 1b (1)) have 13,332,803 putative binding sites in 53,919 transcripts out of 103,734 annotated transcripts in mouse (Fig. 1b (2)). In order to predict targets of a miRNA with a high probability of specificity we have recently shown that after applying five different tools, at least three have to give the same result^8^. Using this 3-of-5 target prediction approach for the 644 miRNAs, reduced the number of putative interactions to 1,619,909 with 11,770 transcripts (Fig. 1b (3)). Within these interaction sites 46,198 SNPs were identified in the NZO genome (Fig. 1b (4)), which in theory, might lead to an impaired binding of a miRNA to the mRNA and thereby its upregulation. To test this, we intersected the gene set with SNP containing binding-sites with the 2,758 genes upregulated in metabolically relevant tissues of NZO mice (Fig. 1b (5)), resulting in 1,114 candidates. 

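Liver RNA from 4 NZO mice, the obese strain, and 4 B6 mice, the lean strain, was hybridised to 1-colour Agilent arrays, with 1 array per mouse. The sample labels give an age of 6 weeks and a diet with 45% fat. The authors deposited the scanner output of each array, in which Agilent Feature Extraction 11.0.1.1 lists the intensity of 59305 spots besides the controls, and a table named as normalized. The values of that table equalled the raw median intensity of the same array for 100% of the spots on every array, with a tolerance of 0.01. The processed signal of the scanner output was therefore used, from which Feature Extraction has subtracted the background within each array without any scaling between arrays. Its 75th percentile ranged from 119 to 142 in NZO (median 122) and from 137 to 159 in B6 (median 148). Between 50.4% and 55.0% of the spots on the NZO arrays and between 53.1% and 60.1% on the B6 arrays were well above background, and 0 spots were saturated. The log2 signal of each array was set relative to its 75th percentile, between 96 and 137 outlier spots per array were left out, and the spots of one probe were averaged. Of 55681 probes, 27639 were well above background on all 4 arrays of at least 1 strain, and each of the 20134 genes they cover was represented by its probe with the highest mean over the 8 arrays. NZO and B6 were compared with limma, and log2 fold changes are given for NZO against B6. The arrays lay on 5 slides and were scanned on 2 days, with 3 NZO and 2 B6 arrays on the first, and a single slide with 3 arrays held both strains. The number of arrays limits the precision of every value. Both probes for Xist stayed at background on all 8 arrays, while the Y-linked genes Ddx3y and Eif2s3y were above background on all of them, as in male mice. The probe for Kdm5d, also Y-linked, stayed at background on all 8 arrays. Ifi202b, a gene with a known difference between mouse strains, was at least 48.8-fold higher in NZO, with the B6 arrays at background.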

The hypergeometric test confirmed that this intersection is not due to randomness (p-value: 2.2e-159; representation factor 2.0) supporting our hypothesis. Of these, 459 were upregulated in gWAT, 243 in BAT, 237 in liver and 175 in skeletal muscle (Fig. 1b (5)). 

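At the thresholds for differential expression in the methods, 1057 of the 20134 genes tested in liver were higher in NZO and 1323 were lower. The higher genes thus made up 44.4% of the 2380 changed genes. By accession, symbol or synonym, 761 of the higher and 936 of the lower genes matched an entry of the mouse gene table. After Benjamini-Hochberg adjustment of limma's p over all genes tested, 896 higher and 1005 lower genes remained past the thresholds. In 214 of the changed genes, 77 of them higher and 137 lower in NZO, the strain with the lower level was not above background on any array. When each mouse was left out in turn, between 1022 and 1136 genes were higher and between 1233 and 1489 were lower. The values of the deposited table, taken as given, moved the number of higher genes most, to 466, with 1138 lower genes. Normexp background correction moved the number of lower genes most, to 465, with 505 higher genes. With the slide as a fixed term, the comparison rests on the 3 arrays of the slide with both strains. It sets NZO 003 alone against B6 010 and B6 015, and the median log2 fold change of all genes was 0.10. With the scan day as a fixed term, an alternative chosen after seeing the data, 1202 genes were higher and 1362 lower. The changes were ranked among genes matched to the gene table and above background on all 8 arrays. In this ranking the largest increases after Tox4 were those of Akr1c18 (log2 fold change 5.64, standard error 0.46), Cyp3a41b (5.51, 0.22), Myom3 (5.17, 0.27) and Crym (4.55, 0.15). The largest decreases were those of Gm7969 (-6.30, 0.56), Cyp39a1 (-5.64, 0.14), Wfdc21 (-5.25, 0.17), Tff3 (-4.87, 0.40) and Cib3 (-4.79, 0.33). Gm7969 and Tox4 are read by 2 probes each and the other genes named here by 1. Whether a strain variant lies under these probes was not tested. Ranked genes had to have all 4 values of one strain above all 4 values of the other and to pass the adjusted threshold. Neither property is therefore further evidence for them. Among the genes named, limma's adjusted p ranged up to 0.00018.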

Focusing on genes located in QTL reduced the numbers to 187 genes in gWAT, 93 in BAT, 92 in liver and 78 in muscle (Fig. 1b (6)). These data might confirm previous findings that miRNAs action occurs in one or a few tissues rather than ubiquitously^11^. 

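Of the genes higher in NZO liver, 760 had a position on the chromosomes of GRCm38, and 275 of them overlapped at least 1 of the 16 intervals of Supplementary Table S8. An obesity-related interval held 204 of them and a blood glucose interval held 145, and some lay in both kinds. Of the 934 genes lower in NZO liver with a position, 327 overlapped an interval. These numbers cover all genes with a changed level in liver, since the SNPs in miRNA binding sites were not analysed here.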

About 30-50% of the genes are upregulated in a tissue-specific manner; only 10 upregulated genes, that are located in QTL, show the same effects in the four examined tissues and could be regulated by the same miRNAs (Fig. 1b (6)).

### SNP-carrying miRNA-mRNA binding sites are enriched in obesity and diabetes QTL

In order to focus on genomic variants that can be linked to obesity and type-2-diabetes, we analyzed those SNPs that are located in eight obesity and six diabetes QTL, which partially overlap^9^. The circos plot shown in Fig. 2a depicts the chromosomal position of the QTL indicated in different color codes according to the listed traits (e.g. blood glucose). The plot also includes the position of genes within the QTL, which are expressed at higher levels in four tissues of NZO mice; the inner circle shows the SNP-frequency. Among 459 variants located in miRNA-mRNA binding sites, a significant enrichment (p-value: 0.0016) of genes that were upregulated in gWAT and at the same time located in obesity or diabetes QTL (Fig. 2a,b) was observed (187 genes). 

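Genes higher in NZO liver were compared with all other detected genes, irrespective of SNPs in miRNA binding sites, for a location in the QTL of Supplementary Table S8. This is another question than the paper's, whose methods take the higher genes as the reference for those with a SNP. Among 14301 detected genes with a position, 36.2% of the higher genes and 33.8% of the remaining genes lay inside the intervals. The odds ratio was 1.11 (95% confidence interval 0.948 to 1.29, two-sided Fisher's exact test, p = 0.194). Shifting the calls along the ordered genes in 10000 random circular steps, which keeps neighbouring genes together, gave a permutation p of 0.175. For the obesity-related intervals alone the odds ratio was 1.13 (0.950 to 1.33, Fisher's exact test, p = 0.167), and for the blood glucose intervals alone it was 0.942 (0.777 to 1.14, p = 0.576). Genes lower in NZO liver had an odds ratio of 1.05 over all intervals (0.911 to 1.21, Fisher's exact test, p = 0.497). With the raw values of the deposited table the odds ratio for higher genes was 1.28 (Fisher's exact test, p = 0.0289), and without the mouse NZO 011 it was 1.18 (p = 0.0383).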

For the skeletal muscle, a significant enrichment (p-value: 0.023) was detected for 78 genes with SNPs among the 175 genes exhibiting a higher expression (Fig. 2a,c), whereas the upregulated genes of the liver exhibited only a trend for an enrichment (p-value: 0.048) (Fig. 2a,d). The genes harboring a SNP and being upregulated in BAT were not enriched in QTL (Fig. 2a,e; p-value: 0.197). After correction for multiple testing, the enrichment in gWAT and skeletal muscle was still significant (p-values: 0.006, 0.046 respectively); liver genes showed a trend for enrichment (p-value: 0.064). However, specific obesity QTL on chromosomes 3, 11, and 17 displayed a significant enrichment of genes that are expressed at higher levels in BAT of NZO mice and carry SNPs in putative miRNA-mRNA binding sites (Supplementary Table S1). A similar example of a QTL specifically enriched in the number of potentially disrupted miRNA-mRNA binding sites was detected for liver on chromosome 19 (p-value: 0.000274; Supplementary Table S1). Thus, the observed significant enrichments in QTL suggest a link between polymorphisms in miRNA binding sites, causing an expression at a higher level of miRNA target genes with metabolically relevant traits.

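Without regard to SNPs, which were not analysed here, 30 of the 502 detected genes in the chromosome 19 interval for blood glucose (0 to 60100000) were higher in NZO liver, where their genome-wide share would give 26.7. The odds ratio was 1.14 (95% confidence interval 0.753 to 1.66, two-sided Fisher's exact test, p = 0.478, adjusted p = 0.826 over the 16 intervals). Without the filter on dim probes it was 1.39 (Fisher's exact test, unadjusted p = 0.0441). The scWAT mass interval on chromosome 15, from 57600000 to 84500000, was the only one past the adjusted threshold for genes higher in NZO. Of its 259 detected genes, 28 were higher in NZO, against 13.8 from the genome-wide share (odds ratio 2.20, 1.42 to 3.30, Fisher's exact test, p = 0.000362, adjusted p = 0.00579). Circular shifts of the calls gave an adjusted permutation p of 0.0208 for this interval. It was no longer past the threshold with normexp background correction, the deposited table, any probe of a gene or the test named in the methods, nor without NZO 003, NZO 007, B6 009, B6 011 or B6 015. The BAT mass interval on chromosome 17 held 41 higher genes among 641 (odds ratio 1.23, Fisher's exact test, p = 0.207). The relative lean mass interval on chromosome 11 held 43 among 927 (odds ratio 0.859, Fisher's exact test, p = 0.404).

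**Figure D1:**
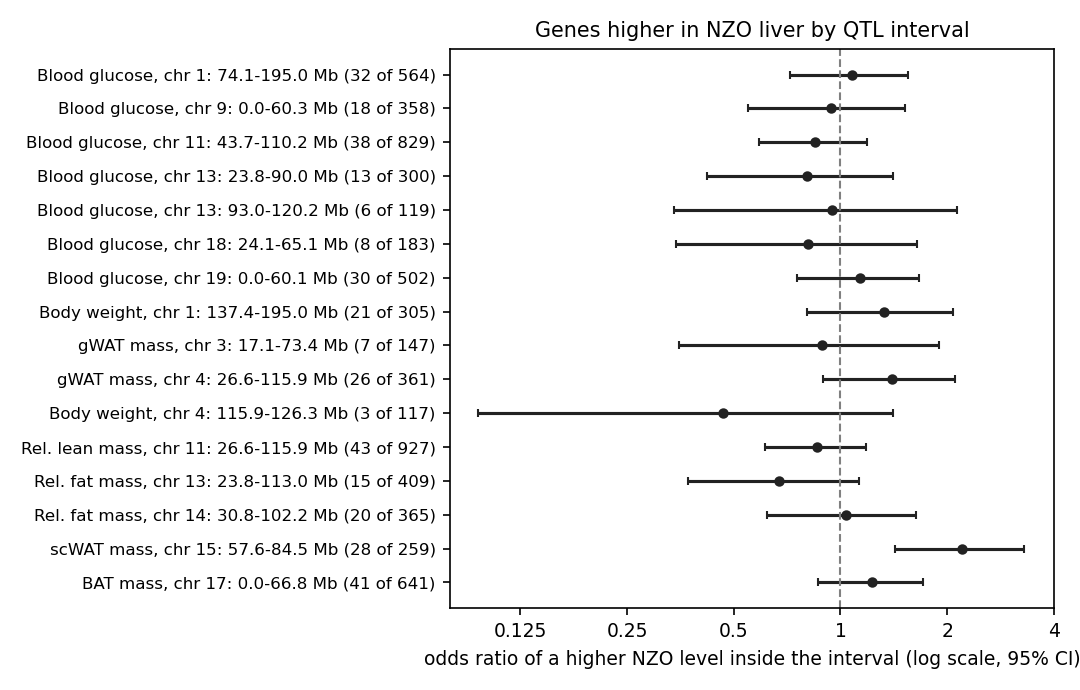
Odds ratio (points, log scale) with its 95% confidence interval (bars) of a higher level in NZO liver for detected genes inside each interval of Supplementary Table S8. Labels give the higher genes and all detected genes of the interval, and only the chromosome 15 interval for scWAT mass has bars that stay above 1.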

**Figure 2:**
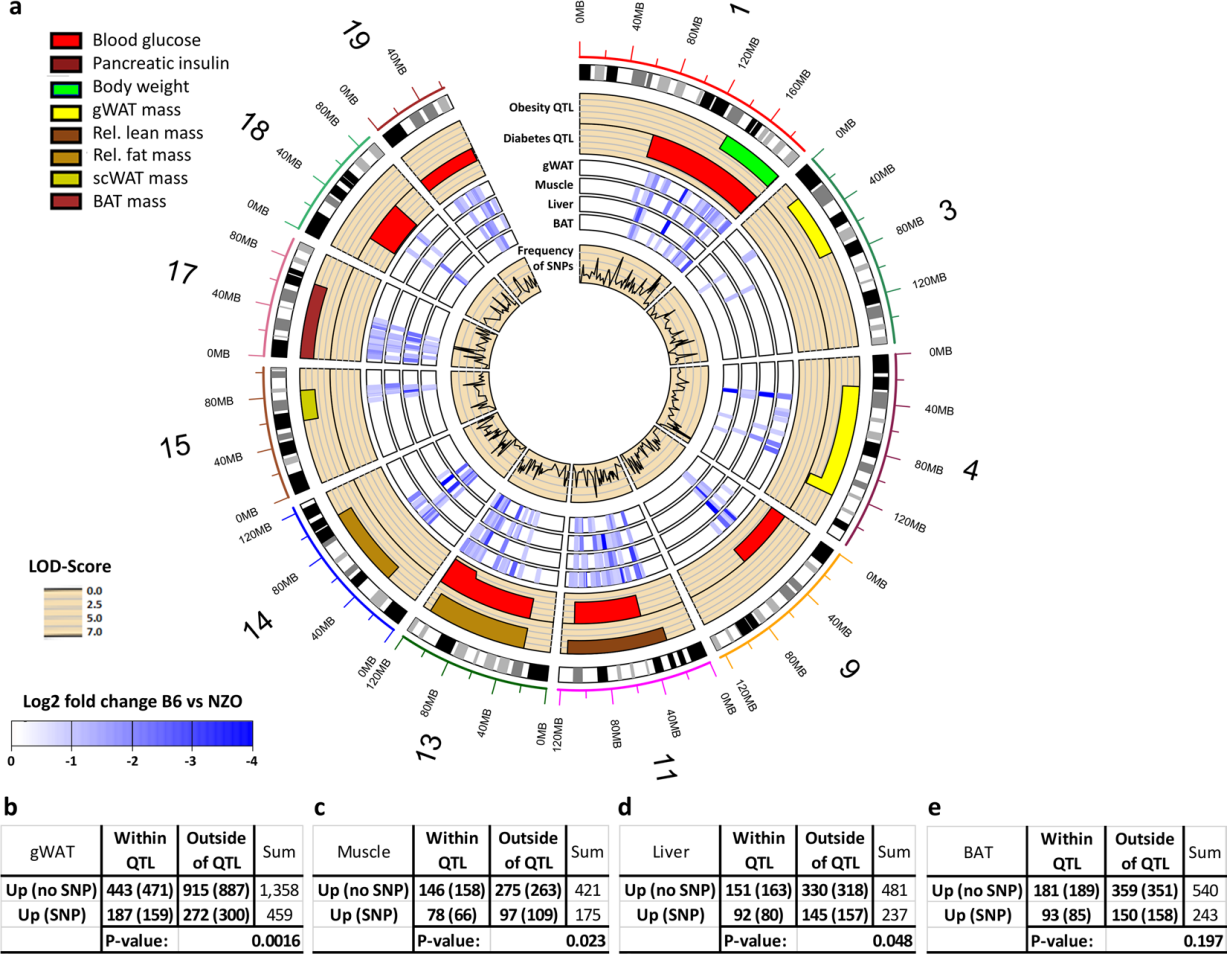
Circos plot summarizing the highly abundant transcripts in tissues of NZO compared to B6 mice and which are located within obesity or diabetes QTL. **(a)** From outside to inside the plots depict chromosomal positions, specific QTL indicated by different color codes, upregulated genes (gWAT, muscle, liver and BAT) and the SNP-frequency. (**b–e**) Contingency tables of Chi-square tests evaluating the enrichment of upregulated genes with SNPs in a miRNA binding site located in QTL (values in brackets are expected at random).

### mRNAs with SNPs in miRNA binding sites are enriched for metabolic pathways

It is well known that one miRNA typically targets several transcripts, which can be linked to the same pathway^12^. Therefore, a pathway enrichment analysis of target genes, harboring a genetic variant in specific miRNA-mRNA binding sites, was performed. This approach revealed several miRNAs (Fig. 3, blue) affecting target-genes, which, as a set, are enriched for metabolically relevant pathways. In total, 14 targets of 13 miRNAs were found enriched in nine pathways by a p-value cutoff of <0.05 (Fig. 3; Supplementary Fig. S1).

**Figure 3:**
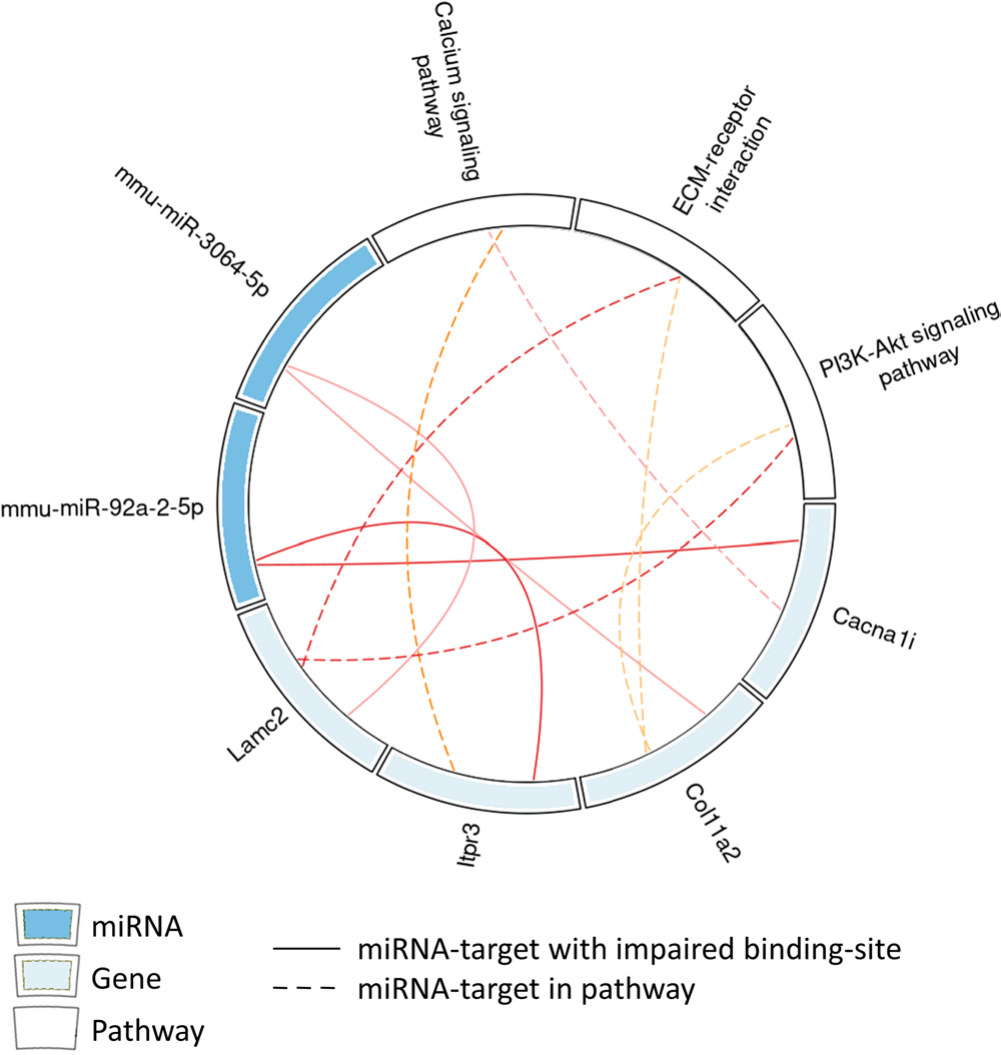
Pathway enrichment analysis of miRNA-targets in muscle that harbor genomic variants in the miRNA-binding site. Solid lines mark a miRNA-target-gene interaction and dashed lines relate genes to indicated pathways. Blue depicts miRNAs, light blue genes and white pathways.

In gWAT, miR-98-5p targets five, and miR-29b-5p 15 genes with mutated binding sites and differential expression behavior. A KEGG pathway enrichment analysis returned as top-hits ‘chemokine signaling’ for the miR-98-5p target gene set, and ‘Fc gamma R-mediated phagocytosis’ for the miR-29b-5p gene set. The potential pathway associations are tied to the genes *Dock2*, which is present in both target sets, *Ccr7*, is targeted by miR-98-5p, and *Inpp5d*, is targeted by miR-29b-5p (Supplementary Fig. S1). Even though statistical significance could not be established, as many potential pathways were tested necessitating multiple-testing correction with p-BH = 0.07 for miR-98-5p, and 0.038 for miR-29b-5p, respectively, a potential functional link to inflammation and thereby to insulin resistance processes may perhaps be explained by these target relationships^13,14^. Both miR-1843b-5p and miR-1224-5p target *Atp1a4* and *Itpr3*, which were connected to cGMP-PKG signaling (Supplementary Fig. S1), another typical pathway impaired in diabetes and obesity^15,16^. The products of the miR-3064-5p targets *Lamc2* and *Col11a2* are located in the extracellular matrix and involved in the PI3K-Akt signaling pathway (Fig. 3), which is impaired in insulin resistance^17^.

Altered expression of *Abca3* and *Sorl1* in the liver is related to lipid-GO-terms, *Al464131/Myorg* to metabolic processes and each of the transcripts is a target of four, five or one different miRNAs, respectively (Supplementary Fig. S1). This observation is in line with a higher ectopic fat storage in the liver of NZO in comparison to that of B6 mice^18^. 

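Abca3 lies on chromosome 17 of GRCm38 from 24351921 to 24410204 and is read by 1 probe. Its log2 signal relative to the array's 75th percentile was 6.98 ± 0.07 (SD, n = 4) in NZO liver and 4.63 ± 0.09 (SD, n = 4) in B6 liver. The log2 fold change was 2.35 (standard error 0.09, limma adjusted p = 2.75e-06), the change with the smallest error of the 5 liver genes of Supplementary Fig. S1 that could be tested. Sorl1 was higher in NZO by a log2 fold change of 3.27 (standard error 0.14, limma adjusted p = 3.62e-06) at the brighter of its probes. The other Sorl1 probe gave 0.54 (standard error 0.35), which was not past the thresholds. Myorg, on chromosome 4 from 41491847 to 41503135, had a log2 signal of 3.74 ± 0.20 (SD, n = 4) in NZO and 2.49 ± 0.05 (SD, n = 4) in B6. Its log2 fold change was 1.25 (standard error 0.12, limma adjusted p = 0.000229), and B6 009 stood apart from the other B6 arrays in this gene by less than the difference between the strains. All 3 genes stayed past the thresholds in the same direction under every alternative and without any single mouse.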

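For Arsg, on chromosome 11 of GRCm38 from 109473333 to 109573330, the log2 signal was 5.48 ± 0.21 (SD, n = 4) in NZO liver and 4.09 ± 0.41 (SD, n = 4) in B6 liver. The log2 fold change was 1.38 (standard error 0.21, limma adjusted p = 0.00319). Hsd17b7, on chromosome 1 from 169949535 to 169969242, is read by 3 probes, and its brightest probe gave 3.35 ± 0.19 (SD, n = 4) in NZO and 1.89 ± 0.23 (SD, n = 4) in B6. That probe had a log2 fold change of 1.46 (standard error 0.15, limma adjusted p = 0.000364), and the other probes gave 1.11 each. For both genes, all 4 NZO values lay above all 4 B6 values.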

*Arsg* and *Hsd17b7*, which are expressed at higher levels in NZO livers were linked to the GO-Term metabolic processes and might participate in metabolic diseases.

### Comparison of impaired mouse miRNA-mRNA-interactions with corresponding human data

It is well known that 3′UTR sequences, i.e. the regions of miRNA binding sites, in mice and humans are relatively variable. Therefore, an analysis was performed to identify conserved miRNA-mRNA binding in mouse and human. In NZO mice, impaired miRNA-mRNA binding sites, located in QTL and causing a higher expression of the miRNA-target genes in different tissues, were compared to human data listed in the MirSNP-database^19^ (Fig. 4a (1-2)). In total, 352 out of 644 miRNAs were found conserved between mouse and human. (Fig. 4a (3-4)). Secondly, the 316 mouse genes that are targets of the 352 conserved miRNAs, located in QTL and upregulated in NZO tissues, were compared to 799 human genes harboring a SNP in a miRNA-mRNA binding site according to the MirSNP-database (Fig. 4a (5)). This approach resulted in 51 genes, which are supposed to exhibit an affected and conserved interaction with 61 miRNAs. 

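Of the 11 conserved liver genes, 9 were higher in NZO liver past the thresholds. The same number passed when limma's p was adjusted over the list alone, and 8 passed when it was adjusted over all genes. The study chose the list on these arrays, so that the count adjusted over the list alone is not independent evidence. Snx19 had a log2 fold change of 1.26 (standard error 0.10), Cmya5 one of 1.16 (0.23) and Vps52 one of 0.86 (0.08). Jrk, the dimmest of the 11 genes, had a log2 fold change of 0.77 (standard error 0.29, limma adjusted p = 0.127), and it fell short of the thresholds when any of 6 of the 8 mice was left out. Ablim1 was not past the thresholds at its brightest probe (-0.43, standard error 0.19), while its other probes gave -0.03 and 0.93. Synj2 likewise stayed short of them at its brightest probe (0.42, standard error 0.19), while another of its probes gave 2.19. With each gene represented by its probe with the smallest p, all 11 genes were past the thresholds, and with the deposited table as given 5 were. The paper proposes that SNPs in predicted miRNA binding sites impair the binding and thereby raise the level of the target, and selected these genes for such a SNP, a position in QTL and a higher level in NZO.

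**Figure D2:**
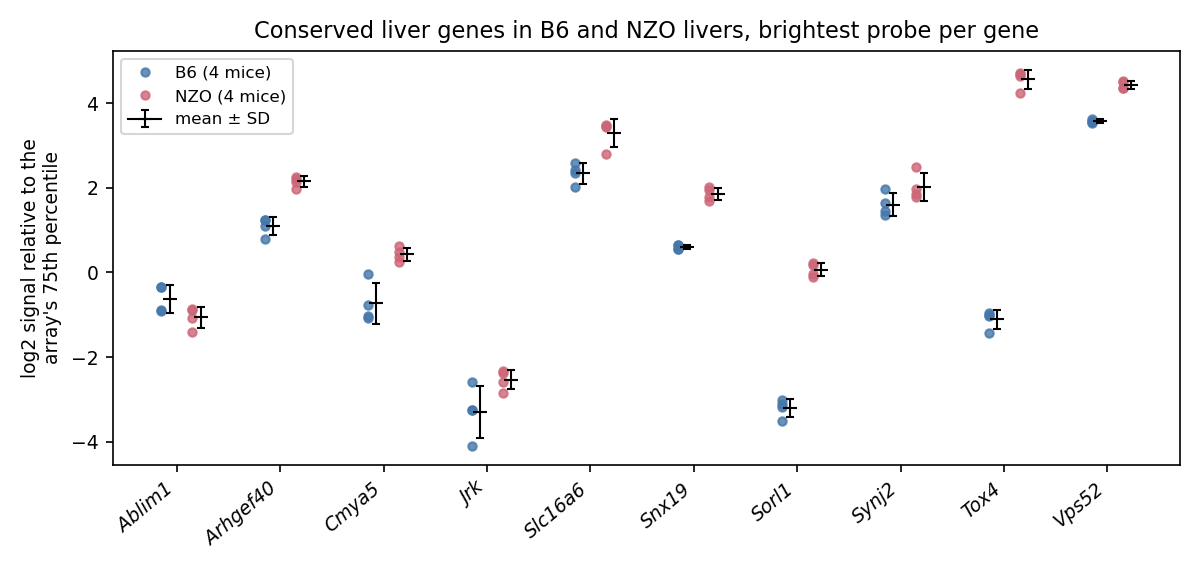
Log2 signal relative to the array's 75th percentile of 10 of the 11 conserved liver genes in 4 B6 and 4 NZO livers (points), with mean and SD (bars), at the brightest probe of each gene. Among the genes shown, only for Ablim1, Jrk and Synj2 do the values of the strains overlap.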

Among the 51 targets, 23 were expressed at higher levels in gWAT, 10 in BAT, 11 in liver, and 18 in skeletal muscle of NZO mice (Fig. 4a (6)). Some genes showed an overlapping differential expression in two to three tissues; one gene, *Tox4*, was affected in all four tissues (Fig. 4b). Similarly, the 61 miRNAs show tissue specificity, as indicated in the Sankey diagram by different colors (Fig. 4b; turquoise, pink, orange, and red). Of these, 22 miRNAs in gonadal white adipose tissue are supposed to interact with 17 mRNAs via in total 34 interactions. 

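In liver, the brighter of the Tox4 probes gave a log2 signal of 4.57 ± 0.23 (SD, n = 4) in NZO and -1.10 ± 0.23 (SD, n = 4) in B6. The log2 fold change was 5.67 (standard error 0.16, limma adjusted p = 5.48e-07). With the settings used, it was the largest increase among the ranked genes, closely followed by Akr1c18. Ranked genes matched the gene table, were above background on all 8 arrays and showed no overlap between the strains. The other probe, which the files assign to the same transcript, was above background on all arrays and lower in NZO by a log2 fold change of -0.38 (standard error 0.13). On the mm9 coordinates of the array, the brighter probe covers chromosome 14 from 52915125 to 52915184 and the other covers 52913392 to 52913451. The rise in NZO liver was thus read by 1 of the 2 probes. With the mean over both probes the log2 fold change was 2.65, the lowest of all alternatives.

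**Figure D3:**
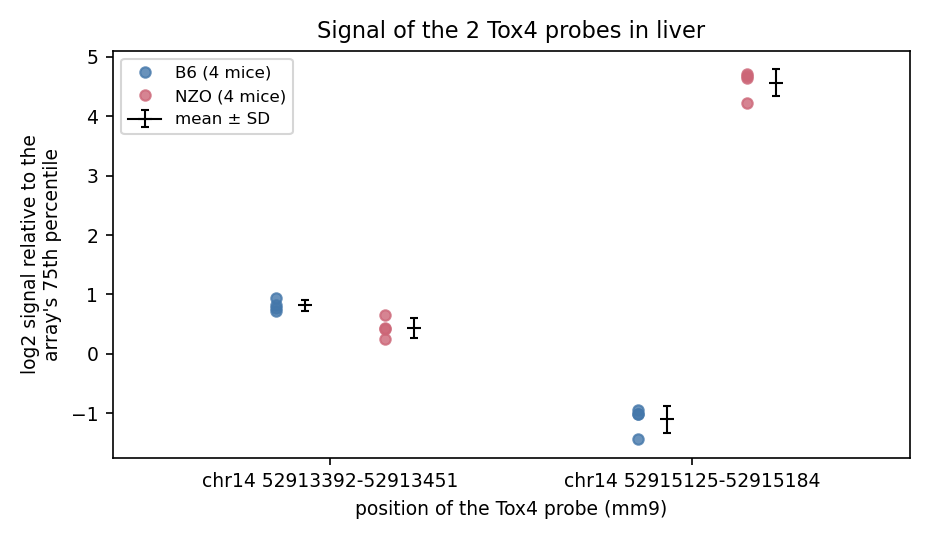
Log2 signal relative to the array's 75th percentile of the 2 Tox4 probes in 4 B6 and 4 NZO livers (points), with mean and SD (bars), by mm9 position on chromosome 14. The strains part widely at the right probe and differ little, in the opposite direction, at the left one.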

In liver, 8 miRNAs could theoretically target 9 mRNAs via 15 binding sites. In skeletal muscle 12 miRNAs could affect 12 mRNAs via 17 interactions, and in brown adipose tissue 3 miRNAs had 5 interactions with 4 mRNAs. In sum, this results in 71 interactions, which are tissue specific (Fig. 4b; turquoise, pink, orange and red marked rows). In total, 2-3 miRNA-mRNA-interactions affect gene expression in two tissues (Fig. 4b; yellow, purple, blue, and green), while one interaction affects expression in all four tissues (grey).

**Figure 4:**
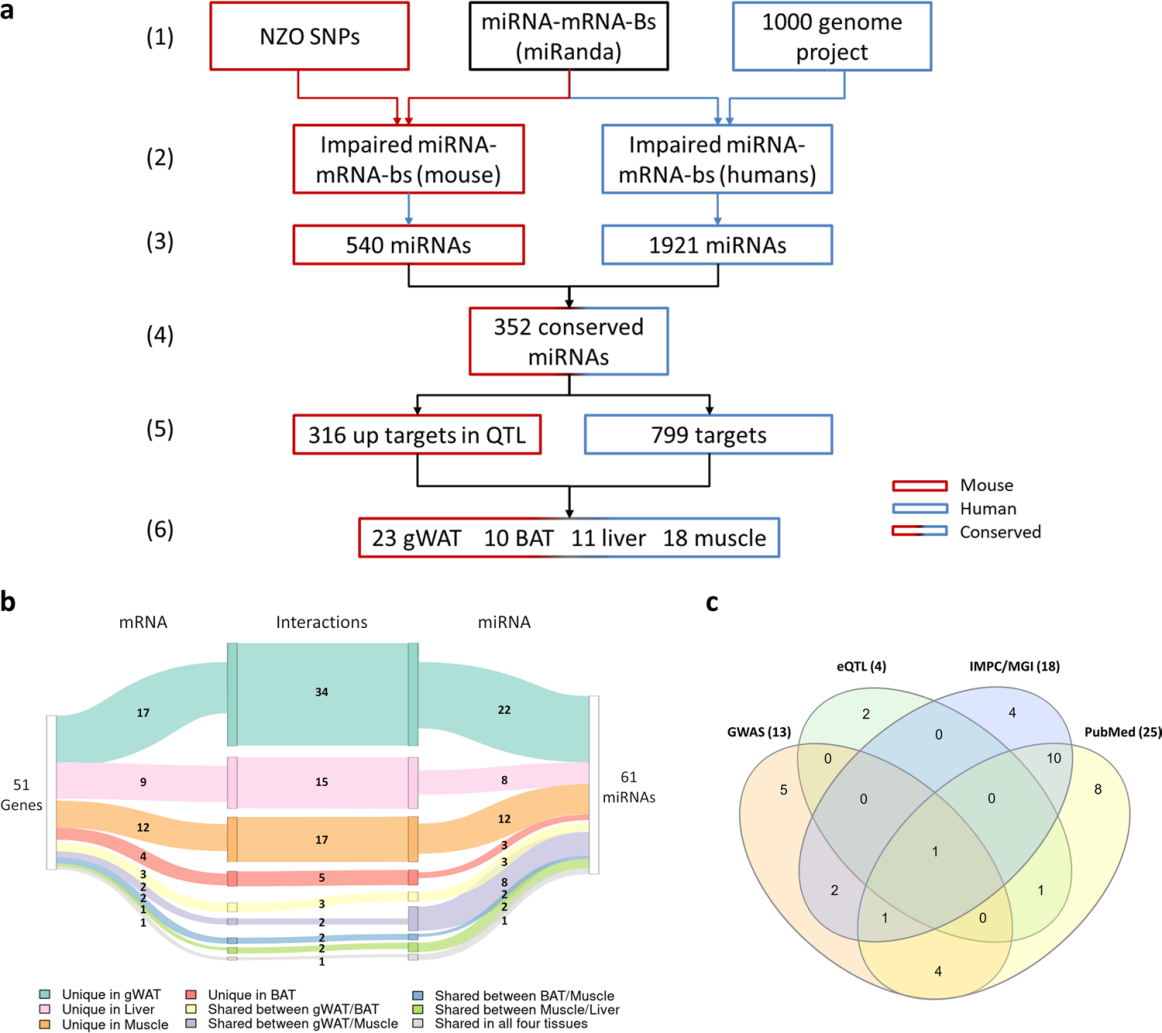
Identification of conserved polymorphisms in miRNA-mRNA binding sites. **(a)** Schematic illustration of the steps used for the identification of altered miRNA-mRNA binding sites that are conserved in mice and human. (1) and (2) indicate the prediction tools and methods used for mouse and human data. (3) Selection of miRNAs in mice and humans, whose binding site to mRNAs are affected and (4) conserved. (5) Comparison of miRNA-target-genes with polymorphisms in the miRNA-mRNA binding sites in mice and human. (6) Number of target genes upregulated in the indicated tissues (gWAT: gonadal white adipose tissue; BAT: brown adipose tissue). **(b)** Sankey diagram illustrating the relationship between conserved polymorphisms of miRNA-mRNA binding sites and their corresponding miRNAs in the indicated tissues. Lines between different fields determine the tissue-specific interactions. Numbers within the lines indicate how many conserved interactions are affected by polymorphisms. **(c)** Venn-diagram illustrating the comparison of metabolically relevant genes, according to GWAS (orange), eQTL (green), gene knockout (IMPC/MGI; blue) and PubMed (yellow).

We next used human-derived differential expression data of adipose tissue, skeletal muscle and liver which were described in the literature in order test to which extent putative miRNA-mRNA interactions affect mRNA levels. Concerning the gWAT, we evaluated the expression of the 23 upregulated transcripts identified in gWAT of NZO mice with data of adipose tissue of 6 obese non-diabetic, 14 obese diabetic, 16 healthy and 19 diabetic patients^20,21^. Of 23 candidates which exhibit SNPs in miRNA-mRNA binding sites in the human genome, eight showed differential expression, at least in one comparison (Supplementary Table S5). For muscle tissue, human expression data were described for 47 healthy, 26 glucose-intolerant and 45 diabetic patients^22^. Of 18 identified candidates, 11 were measured by Gallagher *et al*., of which only one (*ITPR3*) was differentially expressed (Supplementary Table S6). For liver tissue, Ahrens *et al*.^23^ described expression data of 14 healthy people, 27 healthy obese, 14 patients with liver steatosis, and 18 with NASH. From 11 target genes identified in the actual study, 5 showed a differential expression at least in one comparison (e.g. *JRK, SORL1, TOX4* and *VPS52*, which were higher abundant in the liver of patients with liver steatosis or NASH; Supplementary Table S7). However, the fact that not all of the candidates identified in our actual approach showed an altered expression in the corresponding human tissues might be explained by the low sample size that was used in the indicated studies and the heterogeneity of the human genome.

To clarify, which of the detected target genes have been described to be involved in metabolic diseases before, the literature (PubMed), the IMPC and MGI databases, GWAS, and eQTL from GTEx were screened. The IMPC and MGI databases list phenotype data of knockout mice. Of 51 genes, 35 specific gene knockout mice have been characterized and 13 had a metabolically relevant phenotype (Table 1), which corresponds to an expression at higher levels in obesity or diabetes. As all mice were characterized on a standard diet and many knockout mice only show an effect on body weight or glucose homeostasis under high-fat diet conditions, it is very well possible that some more genes are involved in metabolic control. Chi-square tests confirmed that the candidates are significantly enriched for genes with a metabolic phenotype upon their deletion in mice (8 genes listed in IMPC; p-value: 0.016; odds ratio: 2.81; 7 genes listed in MGI; p-value: 0.005; odds ratio: 3.24 Table 2a,b).

**Table 1:** Genes harboring polymorphisms in miRNA-mRNA binding sites, which are conserved between mice and humans, expressed at higher levels in NZO mice and their link to indicated databases.

Gene symbol	Database	Knockout phenotype	Publication	Linked to GWAS	Linked to eQTL	Associated miRNA
*Ablim1*	IMPC/MGI/PubMed	abnormal body weight	GWAS: increased body weight (23251661)	–	–	miR-130b-5p miR-301a-5p
*Adamtsl1*	—	—	—	X	—	miR-378g
*Amotl1*	IMPC/MGI	metabolically irrelevant phenotype	—	—	—	miR-150-5p miR-342-5p
*Arhgap30*	IMPC/PubMed	lower fatmass / immune phenotyp	a hub gene in an adipose coexpression module associated with circulating triglycerides (23217153)	—	—	miR-30a-3p miR-148a-5p miR-204-5p
*Arhgef40*	IMPC	abnormal body fat amount	—	X	—	miR-30a-3p
*C4b*	IMPC/MGI/PubMed	impaired glucose tollerance (knockout higher glucose)	upregulated in skeletal muscle of T2D patiens (27847319)	—	—	miR-301a-5p
*Cacna1i*	IMPC/PubMed	metabolically irrelevant phenotype	identified in the diabetes interactome a molecular signature associated with T2D-related comorbidity and symptoms (27752041)	—	—	miR-22-5p miR-760
*Ccnf*	MGI	metabolically irrelevant phenotype	—	—	—	miR-30c-3p
*Cd14*	MGI/PubMed	abnormal cytokine secretion/level/decreased body fat	CD14 knockout: lower adiposity and hepatosteatosis (18761356)	—	—	miR-296-3p
*Cd84*	IMPC/MGI	decreased fat mass	—	—	—	miR-138-3p
*Clmp/ Acam*	MGI/PubMed	decreased body weight	involved in adipocytes maturation and development of obesity (15563274)	—	—	miR-138-5p
*Cmya5*	PubMed	—	methylation associated to obesity (29064478)	—	—	miR-26a-5p miR-130b-5p miR-301a-5p
*Col11a2*	IMPC/MGI/PubMed	decreased circulating triglyceride level	methylation associated to diabetes (27477082)	X	X	miR-193a-5p
*Ddr1*	MGI/PubMed	metabolically irrelevant phenotype	methylation associates with maternal pre-pregnancy obesity (30773972), promotes Th17 migration in 3D collagen and is involved in p38 activation (28198034)	—	—	miR-148a-5p miR-331-3p
*Dock5*	MGI/PubMed	metabolically irrelevant phenotype	obesity gene (22595969)	X	—	miR-486-3p miR-3064-5p
*Ell2*	IMPC	metabolically irrelevant phenotype	—	X	—	miR-34c-5p miR-381 miR-449a
*Enah*	MGI	decreased body weight	—	X	—	miR-323a-5p
*Gpr179*	MGI	metabolically irrelevant phenotype	—	—	—	miR-92a-5p
*Iba57*	PubMed	—	GWAS: trend for an association with antipsychotic-induced weight gain (26323598)	—	X	miR-4459
*Ipo9*	IMPC	metabolically irrelevant phenotype	—	X	—	miR-323a-5p miR-342-5p miR-370 miR-664-3p miR-744-5p
*Itk*	MGI	metabolically irrelevant phenotype	—	—	—	miR-149-5p miR-4731-5p
*Itpr3*	MGI/PubMed	metabolically irrelevant phenotype	methylation linked to BMI (29998543)	X	—	miR-34a-5p
*Jrk*	—	—	—	—	—	miR-455-3p
*Kif1a*	MGI/PubMed	decreased body weight	regulator of insulin signalling (26877087)	—	—	miR-204-3p miR-3184-5p
*Loxl4*	IMPC/PubMed	improved glucose tolerance	upregulation in obesity, inhibition attenuated body weight gain (26035864)	X	—	miR-708-5p
*Mapt*	MGI/PubMed	increased lean mass/body fat	brain insulin resistance in Alzheimer’s disease (26816596)	—	—	miR-204-5p
*Megf10*	PubMed	—	GWAS: diabetes (22139925)	—	—	miR-3065-3p
*Megf9*	—	—	—	—	—	miR-143-5p miR-877-5p
*Msi2*	PubMed	—	methylation linked to T2D (28542303)	X	—	miR-138-5p
*Nlrp1b*	MGI/PubMed	metabolically irrelevant phenotype	obesity induced inflammation (26771112)	—	—	miR-129-5p miR-486-5p
*Plk2*	IMPC/MGI	metabolically irrelevant phenotype/decreased body weight	—	—	—	miR-23b-5p
*Plxdc1*	PubMed	—	eQTL in GWAS (28475862)	—	—	miR-296-3p miR-3064-5p
*Ppfia4*	—	—	—	—	—	miR-136-5p
*Ppp1r10*	MGI	metabolically irrelevant phenotype	—	—	X	miR-455-3p
*Prr11*	—	—	—	—	—	miR-193a-5p miR-193b-5p
*Prune2*	IMPC/PubMed	decreased total body fat	associated to hexadecanoic acid (31281828)	—	—	miR-21-3p miR-30c-3p miR-378g miR-4459
*Qsox1*	IMPC/MGI/PubMed	metabolically irrelevant phenotype	linked to obesity-derived effects on the placenta (28125591); protein upregulated in WAT of diabetic mice (27995753)	—	—	miR-28-5p
*Rhpn1/ Grbp*	IMPC; PubMed	impaired glucose tollerance	binds to the glucose response element and regulates genes for lipogenesiss (9873057)	—	—	miR-193b-5p
*Scube1*	MGI	metabolically irrelevant phenotype	—	—	—	miR-23b-5p
*Sh2d4b*	—	—	—	—	X	miR-379-5p
*Slc16a6*	IMPC/PubMed	metabolically irrelevant phenotype	hepatic ketone body metabolism (22302940)	—	—	miR-542-3p miR-592
*Slfn5*	—	—	—	—	—	miR-92a-5p miR-125a-3p miR-185-3p miR-320a miR-640
*Slfn8*	—	—	—	—	—	miR-574-5p
*Snx19*	PubMed	—	hub gene in an obese sub-network (25270054); knockdown decreased insulin secretion (24843546)	X	—	miR-361-3p miR-3065-3p
*Sorl1*	IMPC/MGI/PubMed	decreased fat	insulin receptor signaling (27322061)	—	—	miR-10a-3p miR-185-5p miR-193b-5p
*Stk10*	MGI	metabolically irrelevant phenotype	—	—	—	miR-30c-3p
*Synj2*	MGI/IMPC	increased body weight	—	X	—	miR-490-5p
*Tmem132e*	—	—	—	—	—	miR-23a-5p miR-485-5p miR-505-5p
*Tox4*	IMPC	decreased HDL chol; decreased body fat	—	—	—	miR-324-3p
*Usp13*	IMPC	abnormal body fat content	—	—	—	miR-4459
*Vps52*	MGI	metabolically irrelevant phenotype	—	X	—	miR-671-5p

**Table 2:** Contingency table of a Chi-square test of genes with polymorphisms in miRNA binding sites located within QTL. Testing for an enrichment of genes with metabolically relevant phenotypes of knockout mice according to the IMPC (A) and MGI databases (B). Numbers describe observed occurrence, numbers in brackets indicate expectations if the hits would be random.

	Filtered	Others	Marginal Row Totals
**a**			
Other phenotype	13 (17)	5102 (5098)	5115
Metabolic phenotype	8 (4)	1116 (1120)	1124
Marginal Column Totals	21	6218	6239 (Grand Total)
P-value:	0.016		
Odds ratio:	2.81		
**b**			
Other phenotype	18 (22)	14461 (14457)	14479
Metabolic phenotype	7 (3)	1738 (1742)	1745
Marginal Column Totals	25	16199	16224 (Grand Total)
P-value:	0.005		
Odds ratio:	3.24		

Seven of the 22 genes, which did not show a metabolically relevant phenotype in the respective knockout mice were associated to obesity or diabetes in the literature as indicated in PubMed. The comparison with other databases allowed us to link some of the 51 conserved genes to metabolic dysfunctions. Thirteen were identified by GWAS^24^ and associated to metabolically relevant phenotypes (Table 1; Supplementary Table S2), four were detected in eQTL (Table 1; Supplementary Table S3), and for nine genes, a specific interaction to a miRNA has been validated by hit-clips experiments (Table 1; Supplementary Table S4). These latter findings further confirmed that our results and their likely relevance in metabolic disease are indeed supported by experimentally validated interactions and associations. The Venn diagram in Fig. 4c shows the numbers of genes, which were identified in one or more of the listed screens. The fact that a high percentage of genes carrying conserved polymorphisms in miRNA-mRNA binding sites in mice and human appear in one or more of the databases that document their biological relevance, together with the statistical evidence described above, demonstrates that our screen resulted in a strong enrichment of metabolically relevant genes. Thus, it can be speculated that also the remaining 13 genes (e.g. angiomotin like 1, *Amotl1*; proline rich 11, *Prr11*; or schlafen5, *Slnf5* and *Slnf8*) may also be relevant and might be involved in metabolic diseases, which has to be evaluated in the future (Table 1).

### Network analysis linking affected miRNA-mRNA-interactions to altered metabolic phenotypes

In order to build comprehensive networks summarizing our main findings, we associated genetically affected miRNA-mRNA-interactions with (i) altered metabolic phenotypes observed after deletion of specific target genes (IMPC and MGI databases), (ii) obesity and T2D GWA studies (light grey) and (iii) eQTL studies (grey). The loss of miRNA binding sites for 36 miRNAs (Fig. 5; blue) might be responsible for the dysregulation of 26 genes (light blue), which have an impact on metabolically relevant phenotypes (white) as demonstrated by the corresponding knockout mouse. The network illustrates that these 26 genes, which are expressed at higher levels in NZO might be linked to a loss of a miRNA-mRNA binding site and thereby contribute to obesity and glucose homeostasis (Fig. 5).

**Figure 5:**
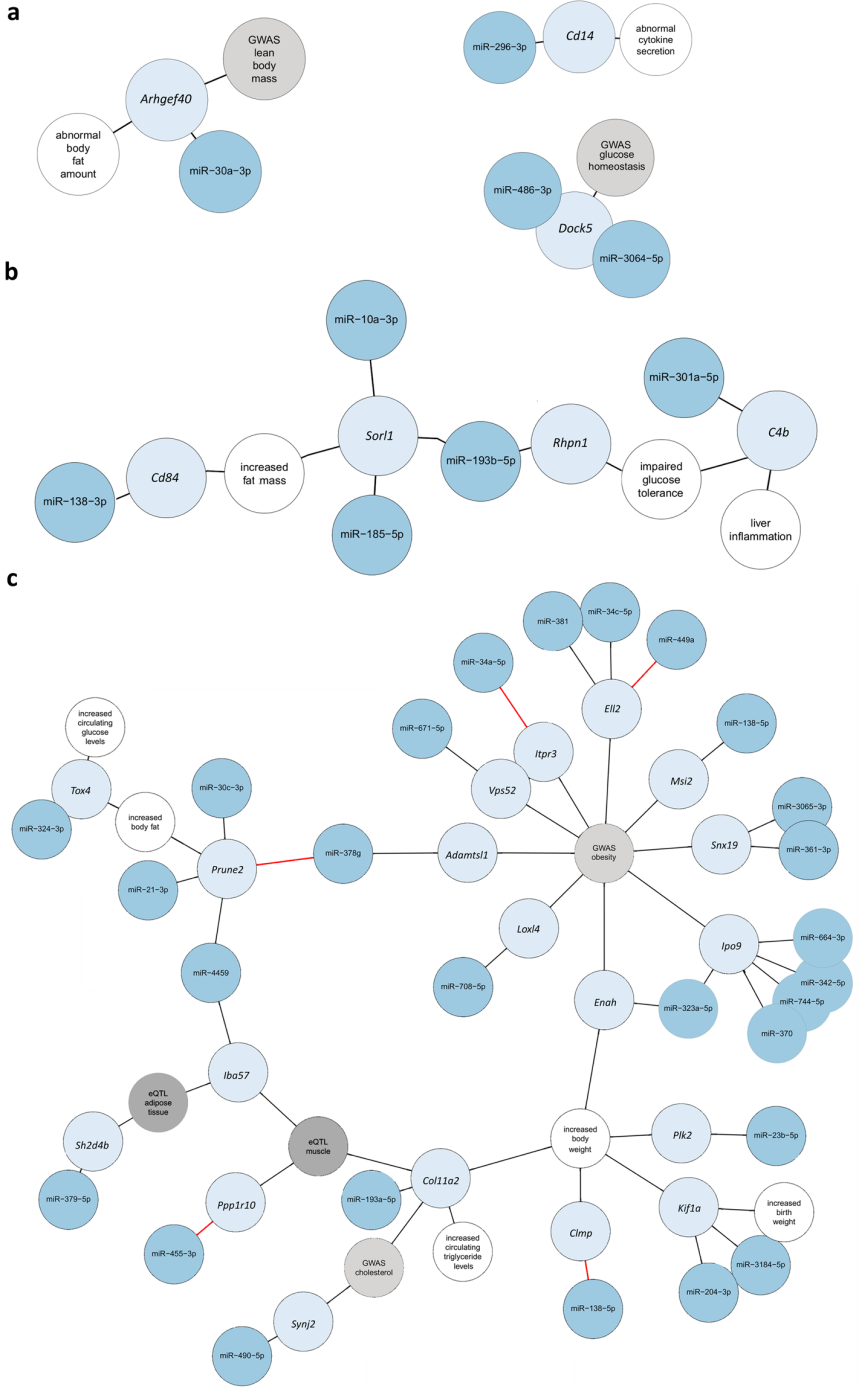
Networks of miRNA binding sites (blue), harboring a polymorphism in 26 target genes (light blue) that are associated to a metabolically relevant phenotype as indicated in the corresponding knockout mouse (white), the phenotype in GWAS (light grey) or an eQTL (grey). If experimental evidence for a miRNA-mRNA binding site exists, the edge is illustrated in red. **(a)** Association of *Arhgef40* to abnormal body fat amount, *Cd14* to abnormal cytokine secretion and *Dock5* to glucose homeostasis. **(b)** Complex network linked to an altered glucose tolerance and increased fat mass. **(c)** Network, divided in subnetworks related to (i) increased body fat and glucose levels, (ii) GWAS of BMI and obesity, (iii) increased body weight and (iv) to cholesterol GWAS and eQTL of visceral adipose tissue or muscle.

Three simple networks (Fig. 5a) include a single interaction of a miRNA to a target gene. The loss of the binding site of miR-30a-3p to the target-gene *Arhgef40* is possibly causing an abnormal body fat content and appeared in GWAS. 

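In liver, Arhgef40 was higher in NZO at both of its probes. The brighter probe had a log2 signal of 2.15 ± 0.12 (SD, n = 4) in NZO and 1.09 ± 0.22 (SD, n = 4) in B6, a log2 fold change of 1.06 (standard error 0.13, limma adjusted p = 0.0010). The other probe gave a log2 fold change of 0.97 (standard error 0.16). Arhgef40 lies on chromosome 14 of GRCm38 from 51984428 to 52006247.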

*Cd14* has a disrupted miRNA binding site for miR-296-3p and might cause an abnormal cytokine secretion. The third network links impaired binding sites of miR-486-3p and miR-3063-5p to *Dock5*, which is associated to glucose homeostasis according to GWAS. The fourth network includes two small sub-networks with single miRNA-mRNA-interactions that can be theoretically linked to an altered binding site of miR-138-3p in *Cd84*. Upregulation of *Cd84* causes increased fat mass. This phenotype can also be associated to *Sorl1*, which is expressed at higher levels in NZO mice. Those expression changes might be linked to a loss of the binding sites to miR-10a-3p, miR-185-5p and miR-193b-5p. 

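In liver, the brighter Sorl1 probe gave a log2 signal of 0.07 ± 0.16 (SD, n = 4) in NZO and -3.20 ± 0.21 (SD, n = 4) in B6, relative to the array's 75th percentile. Sorl1 lies on chromosome 9 of GRCm38 from 41964709 to 42124297. On the mm9 coordinates of the array, the brighter probe starts at 41776572, and the probe at which the strains did not differ past the thresholds starts at 41772997.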

Binding sites of miR-193b-5p are not only impaired to the *Sorl1*, but also to *Rhpn1* mRNA, which can result in an impaired glucose tolerance. Similarly, glucose tolerance and liver inflammation might be affected by *C4b*, which is higher abundant in NZO tissues possibly via the loss of a miR-301a-5p binding site (Fig. 5b).

The fifth network can be divided into four smaller subnetworks (Fig. 5c). The first subnetwork consists of miR-21-3p, miR-378g, miR-30c-3p and miR-4459 that lost a miRNA-binding site in *Prune2*, which might lead to adiposity, as the *Prune2* knockout mouse showed decreased body fat mass. *Tox4* is linked to the same phenotype by the loss of a miR-324-3p binding site. Upregulation of *Tox4* might contribute to a higher level of blood glucose (Fig. 5c). The second and biggest subnetwork indicates that nine genes, reported in GWAS for BMI and obesity, were more highly abundant in NZO mice, which might be due to the loss of the binding sites of 15 miRNAs (Fig. 5c). The third subnetwork (Fig. 5c) consists of the genes *Clmp*, *Col11a2*, *Enah*, *Kif1a* and *Plk2*, whose elevated expression might lead to higher body weight could theoretically be caused by impaired miRNA binding (miR-138-5p, miR-193a-5p, miR-323a-5p, miR-204-3p/miR-3184-5p and miR-23b-5p). According to the phenotype of *Col11a2*^−/−^ mice, expression of *Col11a2* at higher levels in NZO mice might increase the blood triglyceride levels. In humans, *Col11a2* has been linked to LDL cholesterol levels in a previous GWA study^25^. As Col11a2 protein is important for extracellular matrix^26^, muscle eQTL data suggest that SNPs within the miRNA binding site is correlated to altered expression of *Col11a2*.

In addition, Ingenuity Pathway Analyses (IPA) identified two networks related to inflammation (Supplementary Fig. S2). The first network links 12 genes to IFNG (interferon gamma) and IL10 (interleukin 10), the second network provides connections between 13 genes related to PRKAA1 (AMP-activated protein kinase catalytic subunit alpha-1) and IL1B (interleukin-1 beta). Although 18 genes showed no metabolically affected phenotype in response to their deletion in mice, underlined with dashed lines, IPA networks connected 12 of them to inflammation pathways.

## Discussion

The application of a comprehensive bioinformatics approach resulted in the identification of 51 genes exhibiting genetic variants in miRNA-mRNA binding sites, which are conserved between mouse and human, and which are expressed at higher levels in metabolically relevant tissues in obesity and T2D. Among these affected targets, 38 have already been linked to metabolic diseases based on the respective knockout phenotypes, literature, GWAS, and eQTL databases, whereas 13 targets are of particular interest, because their roles for the development of obesity and T2D have not been described yet.

miRNAs suppress gene expression by binding to the 3′-untranslated region of their specific target mRNA^3^. SNPs located in the sequence of miRNA target sites can affect the binding of miRNAs to mRNAs and thereby result in higher expression levels. We aimed to identify genes that are dysregulated in obesity and T2D via SNPs in miRNA-mRNA binding sites in mice and to translate these findings to humans. Thus, the study was based on results collected from mice, including expression profiles, QTL and sequencing data, which were combined with several mice and human databases providing information on miRNA-mRNA binding sites and miRNA target prediction tools. Genes, which were (i) more abundant in adipose tissues, liver, and muscle of obese and diabetes-susceptible NZO mice than in lean B6 mice, and (ii), carried a SNP in miRNA-mRNA binding sites, and (iii), were mapped to obesity and diabetes QTL, which were identified in a backcross of NZO and B6 mice, appear to participate in the complex (dys)regulation in states like obesity and T2D^9^. Several of these genes seem to be relevant in human as indicated by (iv), filtering human databases for SNPs in miRNA binding sites, and (v), focusing on those miRNAs that bind to the orthologous targets in human compared to mice, and are conserved between mice and humans. Interestingly, about 75% of the genes, which we identified to be affected by potentially losing their regulation via miRNAs, have been associated to obesity and T2D according to the corresponding phenotypes of knockout mice, as reported in the literature or in databases. This observation clearly supports our assumption that complex phenotypes of metabolic diseases are indeed, beside others, mediated via the loss of miRNA-binding to a specific target. In addition, it might be interesting to elucidate the specific function of the 13 remaining genes for which no knockout mouse or other functional analysis have been described so far.

In an earlier targeted approach, 10 SNPs located in diabetes-related miRNA-target-sites, which were found associated with the risk of T2D in a Chinese Han population, were identified^27^. The authors detected a variant in the insulin receptor (*INSR*) gene, in the acyl-CoA synthetase 1 (*ACSL1*) gene and the fatty-acid-binding protein 2 (*FABP2*) gene to be associated with T2D. Later, the same group identified SNPs in the 3′UTR of apolipoprotein L6 (*APOL6*) and *FABP2* to associate with traits of the metabolic syndrome^28^. Up to now, only one bioinformatics approach for the identification of variants in miRNA binding sites associating with T2D was performed^29^. A database for SNPs in miRNA-mRNA binding sites was compared with results obtained by genome-wide association studies (GWAS), leading to the identification of three target genes, interleukin 7 receptor (*IL7R*), VPS26 retromer complex component A (*VPS26A*) and high mobility group 20 A (*HMG20A*). However, to our knowledge, the present study is the first comprehensive analysis of variants in miRNA-target-sites in a well characterized mouse model for obesity and T2D, with a translation of results to humans. The strength of our study is the inclusion of the differential expression profiles of tissues from healthy and obese mice. This information has not been included in earlier studies.

In the current study, a significant enrichment of polymorphisms in miRNA-mRNA binding sites in genes expressed at higher levels in gWAT and muscle of NZO mice compared to B6 was identified after correcting for multiple testing; liver genes showed a trend for enrichment. To gain insights into the role of genes carrying a variant in a miRNA binding site, a pathway enrichment analysis was performed. *Dock2* and *Inpp5d*, which exhibit an affected binding of miR-29b are involved in chemokine signaling and Fc gamma R-mediated phagocytose (Supplementary Fig. S1), thus, in pathways known to associate obesity with insulin resistance^30^. *Lamc2* and *Col11a2*, in which the binding of miR-3064-5p is affected, are involved in the PI3K-Akt signaling pathway (Fig. 3), which links the skeletal muscle to impaired insulin resistance^17^. Currently, direct experimental evidence for those impaired interactions is missing. However, the analysis is based on highly significant enrichments and transcriptome data, and thus, relies on a solid statistical basis to detect reliable interactions, as already proven in a previous study^8^. In addition, nine genes have been validated by hit-clips studies as targets of specific miRNAs (Table 1). False-positive interactions cannot be excluded with our approach, and reporter assays will be crucial for further studies.

Besides pathway analysis, network analyses were performed by including information on the phenotype of knockout mice as well as results from other screenings for genes exhibiting a variant in a miRNA binding site. The impaired binding of miR-324 to the mRNA of the transcription factor *Tox4* is likely to increase blood glucose level and body fat (Fig. 5a). *Tox4* knockout resulted in lower blood glucose levels and lower body fat. Thus, an impaired miRNA-mRNA binding would result in the opposite phenotype due to the higher expression. As *Tox4* is expressed at higher levels in all studied tissues of NZO mice, it appears to be an important player in obesity and diabetes. Further, it was already shown in a study by Wang *et al*.^31^ that miR-324 is linked to adipogenesis, which corresponds to the expected phenotype. Expression of *Sorl1* and *Rhpn1* is affected via a loss of miR-193b binding, which can be associated to increased fat mass and impaired glucose tolerance of NZO mice. Expression of miR-193b itself was shown to correlate negatively with body mass index^32^, and circulating miR-193b levels were discussed as a biomarker for prediabetes^33^. *Sorl1* was discovered in GWAS of obesity^34^, underlining its potential role in mediating effects driven by miR-193b.

Ingenuity-Pathway-Analysis-based networks connected several genes to two different IFNG and IFNB1-dependent inflammatory networks (Supplementary Fig. S2). An additional indirect interaction was observed between 13 genes and PRKAA1 (5’-AMP-activated protein kinase catalytic subunit alpha-1), which is a catalytic subunit of AMP-activated protein kinase (AMPK), an energy sensor and regulator of insulin signalling. Three genes (*ITK, SLFN5, STK10*), which have not been linked to diabetes yet, might interact with IFNG and thereby contribute to inflammatory mechanisms usually triggered by obesity.

The described bioinformatics approach used different omics analyses in mice, which cannot be easily performed in humans. However, the use of human databases allowed a translation of mouse data to human, clearly demonstrating that SNPs located in cis-regulatory elements e.g. in 3′UTR relevant for miRNA binding contribute to complex phenotypes like obesity and T2D.

## Materials and Methods

### Genome-wide linkage study

Linkage data of the collective diabetes cross was utilized^9^. In this study N2 crosses of NZOxB6 mice, among others were created and metabolically phenotyped and genotyped. The linkage between individual traits and genotypes were assessed with the software package R/qtl (version 1.04-8) using the Expectation-maximization (EM)-algorithm and 1,000 permutations. In the current study a LOD (logarithm of the odds) value above three was set as threshold for a significant linkage between genotype and phenotype. All significant regions utilized in the current study are available in Supplementary Table S8.

### Array-based transcriptomics of B6 and NZO mice

Array-based transcriptomics of gWAT, muscle, liver, and BAT were performed and analyzed as described in previous studies^8,9^. 

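In the liver comparison, 5690 genes had an unadjusted limma p within the limit of these thresholds, whatever their fold change. After Benjamini-Hochberg adjustment over all genes tested, 2965 genes remained within it, and 1901 of these also met the limit on the log2 fold change of 0.7 in either direction.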

The thresholds for differential expression between B6 and NZO mice were set to p < = 0.05 and a|log2 fold change|> = 0.7. The results of the array analysis are available via accession ID: GSE111142/GSE144257 on GEO.

### Detection of polymorphisms between B6 and NZO mice

Sequence information and mutations in NZO mice was downloaded from the Welcome Sanger Institute^35^.

### miRNA-target prediction

The miRNA-target prediction was performed as described in a previous study^8^ by the use of a 3-of-5 approach, meaning that a gene/transcript is considered as target only if at least three out of five tested prediction tools predict the interaction. Further, TarBase^36^ and miRTarBase^37^ were screened for experimentally validated miRNA-mRNA-interactions. Only upregulated miRNA-targets were considered, since the loss of a miRNA binding site is expected to result in an upregulation of the target gene. miRNA binding sites were defined by miRanda^10^ and compared to the mm10 genome annotation.

### Comparison of mouse miRNA-mRNA-interactions with the MirSNP-database (human)

miRNA binding sites altered by SNPs were compared between mouse and human utilizing the MirSNP database^19^. The MirSNP database contains only SNPs annotated in the 1000 human genome project^38^ and relates them to miRNA-mRNA binding sites, identified by miRanda^10^ using the dataset of the 1921 human mature miRNAs annotated in miRBase18. The target prediction used in this study was based on mouse miRNAs annotated in miRBase22^39^. In order to enable a comparison between the two data sets, first, the human miRBase18 miRNAs were aligned to the mouse miRBase22 miRNAs. The alignment was performed locally, allowing gaps and in addition, a miRNA was defined as being conserved if the 7mer seed-sequence was conserved. In the second step, the mouse genes were translated to human genes by use of the R-Package biomaRt version 2.40.1^40^. Finally, an interaction was defined as valid for both species if an aligned miRNA had the same target gene.

### Statistics and plotting

P-values were calculated by Student’s t-test with Welch correction. Venn-Diagrams were drawn online using the InteractiVenn homepage^41^. R^42^ was used as programming language. Circos plots were created with R-package RCircos version 1.2.1^43^. The SNP frequency was defined by the number of polymorphisms in a region 50 kb down and upstream of the position. The Sankey diagram was created by use of the R-packages tidyverse version 1.2.1^44^ and networkD3 version 0.4. Statistical analyses of transcriptomics were performed as already described^8^. Statistical significance of the intersection between two gene sets was calculated by a hypergeometric test assuming a total number of 22,606 genes in the mouse genome (GRCm38.p3). Connections between miRNA target genes and pathways were plotted using the R-package circlize version 0.4.8^45^.

### Enrichment analysis

Pathway enrichment analysis of the predicted miRNA-target-genes was performed for KEGG^46,47^ pathways and GO-Terms^48^ using DAVID, version 6.8^49^ with the number of total mouse genes as background. The threshold for significance was set to p-value <0.05. The probability of enrichment in QTL was calculated by a Chi-square tests and confirmed by Fisher tests comparing the distribution of upregulated genes within and outside of QTL with upregulated genes harboring a genetic variant in a miRNA-mRNA binding site. Correction for multiple testing was performed by use of the Benjamini-Hochberg method^50^. Molecular networks obtained with Ingenuity Pathway Analysis, IPA (Qiagen, Germany).

### Utilization of the international knockout mouse consortium (IMPC) and the mouse genome informatics (MGI) database

In order to evaluate whether an altered miRNA-mRNA binding site can influence metabolic phenotypes, the IMPC and MGI database^51,52^ were screened. The IMPC uses a standardized phenotyping protocol for the knockout mice, which were all generated on the C57BL/6 background, whereas the MGI database provides results of knockout mice and cell lines as available from publications. The two databases were screened for 12 terms (body weight, lean body mass, circulating triglyceride level, circulating glucose level, circulating cholesterol level, total body fat amount, circulating LDL/HDL cholesterol level, circulating free fatty acid level, circulating glycerol level, circulating insulin level, glucose tolerance, and fasted circulating glucose level) as relevant phenotypes. Due to a non-standardized phenotyping protocol in the MGI database, there are 13,335 different phenotypes listed. Among those, 350 were manually defined to be relevant for metabolic diseases.

### Screening PubMed for genes relevant for metabolic disease

To identify genes already implicated to play a role in metabolic diseases, PubMed (https://pubmed.ncbi.nlm.nih.gov/) was screened with the terms “obesity” and “diabetes” for all genes which exhibit a putatively impaired miRNA binding site in mouse and human.

### Comparison of conserved polymorphisms in miRNA-mRNA binding sites with results obtained by GWAS for metabolic diseases

The NHGRI-EBI GWAS Catalog^24^ was screened by the web-interface for all 51 conserved genes harboring an impaired miRNA-mRNA binding site.

### Comparison of conserved polymorphisms in miRNA-mRNA binding sites with eQTL datasets

eQTL-Datasets from the Genotype-Tissue Expression project^53^ (GTEx v7) obtained for visceral adipose tissue, liver, and muscle were downloaded and compared to conserved polymorphisms in miRNA-mRNA binding sites.

### Generation of miRNA-mRNA-phenotype networks

Networks in which miRNAs, genes, phenotypes, and eQTL were represented by a node were built by an R-Script (R-Version 3.6.0)^42^. Edges between miRNA and mRNA denote a loss of a miRNA-mRNA binding and edges between gene and phenotype/eQTL denote a connection between an altered metabolic phenotype. Based on that information an adjacency matrix was built using the as.network-function and plotted by use of the plot.network-function available via the statnet R-package Version 2018.10^54^.

### Downloading and preprocessing of human data

Human datasets (GSE71416/GSE78721 for WAT; GSE18732 for skeletal muscle; GSE48452 for liver) were downloaded from NCBI gene expression omnibus. Statistical analysis was performed using the “GEO2R” processing pipeline, which includes a standardized quantile normalization and the calculation of P-values and log2-fold changes^55,56^. The “GEO2R” pipeline provides a R-script downloading a specific dataset, which is normalized for calculating the differentially expressed genes.

### Ethical approvement

All procedures involving animals were approved by the animal welfare committees of Deutsche Institut fur Ernahrungsforschung (DIfE) and by local ethics committee of the State Agency of Environment, Health, and Consumer Protection (State of Brandenburg, Germany), under reference numbers V3-2347-21-2012 and 2347-10-2014. They were part of a previous study^9^.

All procedures were in accordance with the ethical standards of the institutional and/or national research committee.

## Supplementary information

Supplementary information.

## Data Availability

The data of transcriptome analysis are available at GEO, accession ID: GSE111142/GSE144257. Linkage data used in this publication can be screened via a web-interface at https://146.107.176.32/QTL-DZD-Cross/.

# Supplementary material for: Polymorphisms in miRNA binding sites involved in metabolic diseases in mice and humans
**Source:** Sci Rep. 2020 Apr 29;10:7202. doi: 10.1038/s41598-020-64326-4
**Supplement:** Supplementary file 1 — Supplementary information.

# **Polymorphisms in miRNA binding sites involved in metabolic diseases in mice and humans**

**Pascal Gottmann<sup>1,2</sup>, Meriem Ouni<sup>1,2</sup>, Lisa Zellner<sup>1,2</sup>, Markus Jähnert<sup>1,2</sup>, Kilian Rittig<sup>3,4</sup>, Dirk**

**Walther<sup>5</sup> and Annette Schürmann<sup>1,2,4,6,\*</sup>**

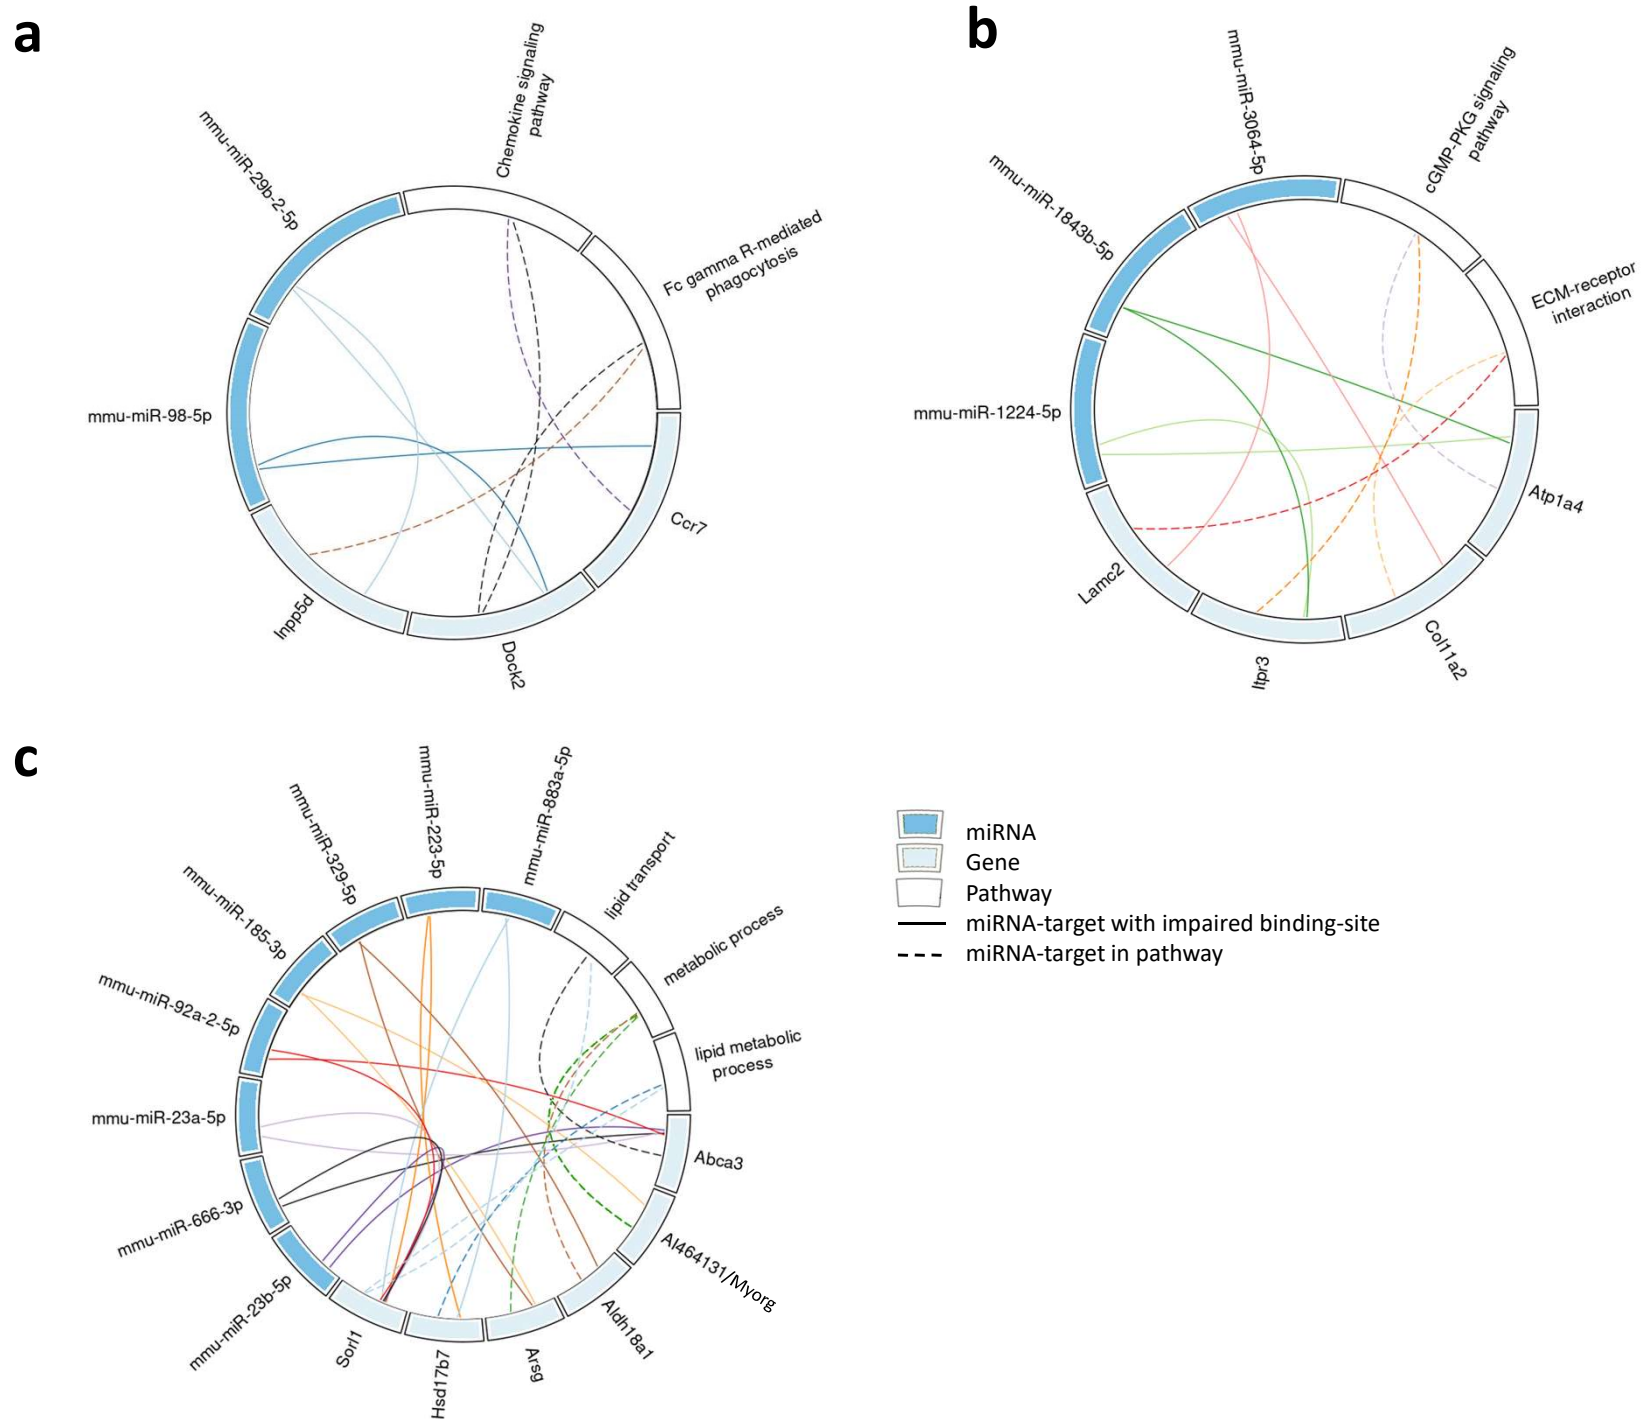

**Supplementary Figure S1: Pathway enrichment analysis of miRNA-targets harboring a genetic variance in the miRNA-binding site.** Solid lines mark a miRNA-target-gene interaction and dashed lines relate genes to indicated pathways. Blue depicts miRNAs, light blue genes and white pathways. **(a)** Presents enriched pathways in gWAT, **(b)** in BAT and **(c)** in liver.

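For the liver genes of Supplementary Fig. S1, the levels of Abca3, Sorl1, Myorg, Arsg and Hsd17b7 could be compared between the strains. Aldh18a1 was above background on 3 NZO arrays and 0 B6 arrays and so did not pass the filter on dim probes. Its level in NZO was at least 2.03-fold higher than in B6, with each B6 array at its own value or, if higher, at the lowest level found above background on it.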

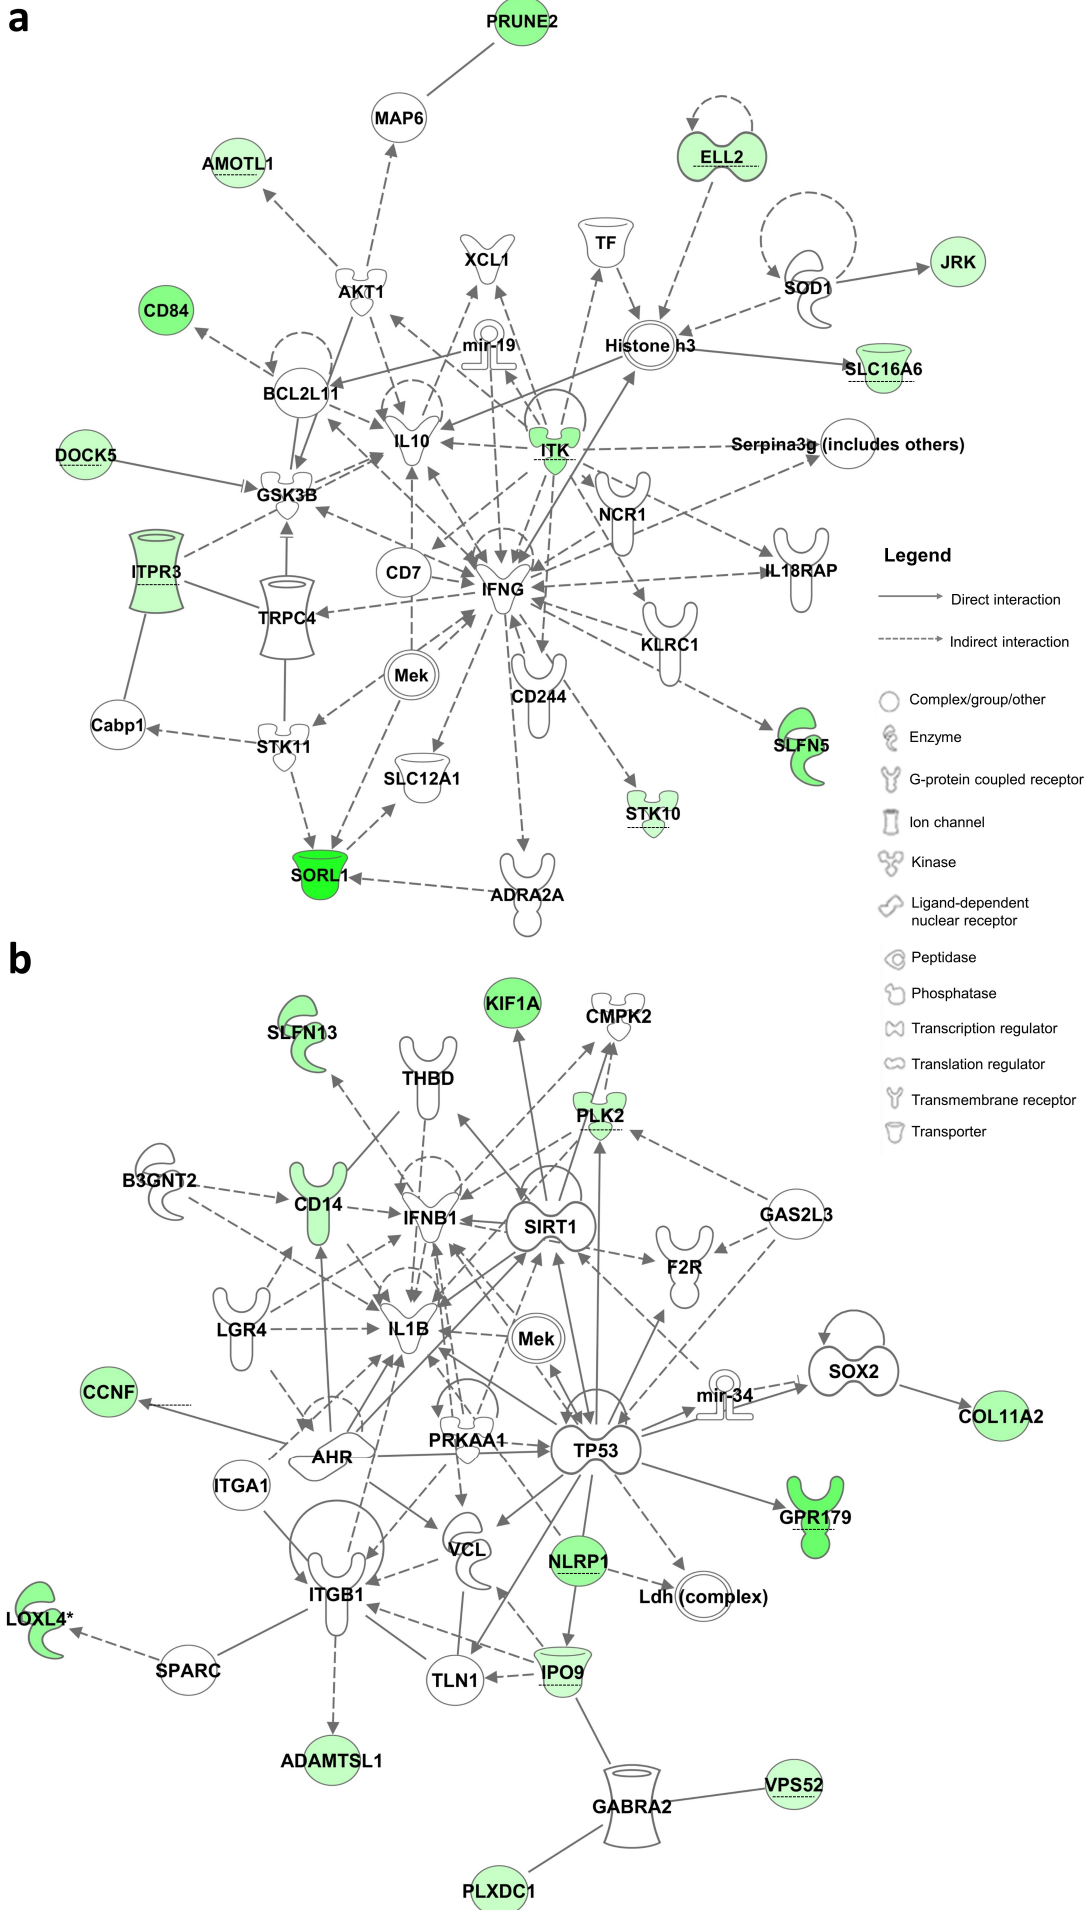

**Supplementary Figure S2: IPA based network analysis of genes harboring conserved SNPs in humans. (a)** Network links 12 genes to *IFNG* (interferon gamma) and *IL10* (interleukin 10). **(b)** Network provides connections between 14 genes related to *PRKAA1* (AMP-activated protein kinase catalytic subunit alpha-1) and *IL1B* (Interleukin-1 beta). Green colors indicate upregulated gene expression in NZO tissues. Genes underlined with dashed lines were reported as irrelevant for metabolic homeostasis according to knockout mice studies.

Supplementary Table S1: P-values of Chi-square tests for chromosome-specific and tissue-specific accumulation of genes expressed at higher levels in NZO than in B6 mice. The left part includes data for obesity specific QTL, the right part for diabetes specific QTL. Red marks significant enrichments. (Rel: relative; BG: blood glucose; Ins: Insulin)

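Supplementary Table S1 gives, for each tissue and QTL, the p of a Chi-square test on whether genes with a SNP in a miRNA binding site and a higher level in NZO accumulate in that interval. The liver column rests on the arrays analysed here, combined with the predicted binding sites and SNPs, which were not used here. For all genes higher in NZO liver, the body weight interval on chromosome 1 held 21 of 305 detected genes and the gWAT mass interval on chromosome 4 held 26 of 361. In the blood glucose intervals, 32 of 564 genes were higher on chromosome 1, 18 of 358 on chromosome 9 and 8 of 183 on chromosome 18.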

| Chr | Phenotype      | gWAT     | BAT      | Quad     | Liver    | Chr | Phenotype       | gWAT     | BAT      | Quad     | Liver    |
|-----|----------------|----------|----------|----------|----------|-----|-----------------|----------|----------|----------|----------|
| 1   | Body weight    | 7.98E-05 | 2.12E-01 | 9.23E-01 | 6.71E-01 | 1   | BG              | 2.14E-14 | 6.33E-03 | 1.60E-04 | 5.56E-02 |
| 3   | gWAT weight    | 2.12E-01 | 9.90E-03 | 9.05E-02 | 1.00E+00 | --  | --              | --       | --       | --       | --       |
| 4   | gWAT weight    | 6.44E-01 | 5.21E-01 | 1.00E+00 | 4.85E-01 | --  | --              | --       | --       | --       | --       |
| --  | --             | --       | --       | --       | --       | 9   | Pancreatic Ins. | 4.41E-01 | 2.12E-01 | 1.22E-01 | 5.45E-01 |
| 11  | Rel. lean mass | 4.19E-17 | 3.60E-03 | 8.34E-07 | 2.38E-03 | 11  | BG              | 3.35E-09 | 1.31E-01 | 4.72E-05 | 1.78E-02 |
| 13  | Rel. fat mass  | 6.65E-05 | 5.59E-01 | 1.00E+00 | 1.00E+00 | 13  | BG              | 2.40E-01 | 1.00E+00 | 1.00E+00 | 7.09E-01 |
| --  | --             | --       | --       | --       | --       | 13  | Pancreatic Ins. | 8.17E-01 | 1.00E+00 | 4.85E-01 | 1.00E+00 |
| 14  | Rel. fat mass  | 1.36E-11 | 8.01E-01 | 6.71E-01 | 1.00E+00 | --  | --              | --       | --       | --       | --       |
| 15  | scWAT mass     | 5.59E-01 | 3.44E-01 | 9.23E-01 | 8.91E-03 | --  | --              | --       | --       | --       | --       |
| 17  | BAT weight     | 7.83E-12 | 1.29E-07 | 7.34E-09 | 8.07E-07 | --  | --              | --       | --       | --       | --       |
| --  | --             | --       | --       | --       | --       | 18  | BG              | 1.05E-01 | 1.00E+00 | 2.44E-01 | 1.00E+00 |
| --  | --             | --       | --       | --       | --       | 19  | BG              | 2.90E-12 | 2.58E-01 | 1.00E-01 | 2.74E-04 |

Supplementary Table S2: List of 51 genes harboring polymorphisms in miRNA-mRNA binding sites, which are conserved between mice and humans and expressed at higher levels in NZO mice and which appeared in GWAS.

| Gene symbol       | Number of polymorphism impairing miRNA-mRNA binding sites in mice | GWAS                                                              |
|-------------------|-------------------------------------------------------------------|-------------------------------------------------------------------|
| <i>Ablim1</i>     | 4                                                                 | --                                                                |
| <i>Adamts1</i>    | 4                                                                 | childhood obesity in the Hispanic population (Fat mass; 23251661) |
| <i>Amotl1</i>     | 10                                                                | --                                                                |
| <i>Arhgap30</i>   | 7                                                                 | --                                                                |
| <i>Arhgef40</i>   | 9                                                                 | lean body mass (decreased; 30593698)                              |
| <i>C4b</i>        | 15                                                                | --                                                                |
| <i>Cacna1i</i>    | 3                                                                 | --                                                                |
| <i>Ccnf</i>       | 9                                                                 | --                                                                |
| <i>Cd14</i>       | 1                                                                 | --                                                                |
| <i>Cd84</i>       | 2                                                                 | --                                                                |
| <i>Clmp/Acam</i>  | 1                                                                 | --                                                                |
| <i>Cmya5</i>      | 43                                                                | --                                                                |
| <i>Col11a2</i>    | 6                                                                 | increased LDL cholesterol (18193043)                              |
| <i>Ddr1</i>       | 4                                                                 | --                                                                |
| <i>Dock5</i>      | 18                                                                | glucose homeostasis (25524916)                                    |
| <i>Ell2</i>       | 18                                                                | body mass index (26426971)                                        |
| <i>Enah</i>       | 2                                                                 | obesity-related traits (23251661)                                 |
| <i>Gpr179</i>     | 8                                                                 | --                                                                |
| <i>Iba57</i>      | 5                                                                 | --                                                                |
| <i>Ipo9</i>       | 6                                                                 | increased body mass index (25673413, 26426971)                    |
| <i>Itk</i>        | 4                                                                 | --                                                                |
| <i>Itpr3</i>      | 19                                                                | obesity (19553259, 26920376)                                      |
| <i>Jrk</i>        | 2                                                                 | --                                                                |
| <i>Kif1a</i>      | 1                                                                 | --                                                                |
| <i>Loxl4</i>      | 9                                                                 | increased body mass index (29273807)                              |
| <i>Mapt</i>       | 4                                                                 | --                                                                |
| <i>Megf10</i>     | 1                                                                 | --                                                                |
| <i>Megf9</i>      | 2                                                                 | --                                                                |
| <i>Msi2</i>       | 2                                                                 | body mass index (30595370)                                        |
| <i>Nlrp1b</i>     | 314                                                               | --                                                                |
| <i>Plk2</i>       | 2                                                                 | --                                                                |
| <i>Plxdc1</i>     | 1                                                                 | --                                                                |
| <i>Ppfia4</i>     | 5                                                                 | --                                                                |
| <i>Ppp1r10</i>    | 1                                                                 | --                                                                |
| <i>Prr11</i>      | 1                                                                 | --                                                                |
| <i>Prune2</i>     | 14                                                                | --                                                                |
| <i>Qsox1</i>      | 1                                                                 | --                                                                |
| <i>Rhpn1/Grbp</i> | 3                                                                 | --                                                                |
| <i>Scube1</i>     | 5                                                                 | --                                                                |
| <i>Sh2d4b</i>     | 4                                                                 | --                                                                |
| <i>Slc16a6</i>    | 4                                                                 | --                                                                |
| <i>Slfn5</i>      | 9                                                                 | --                                                                |

|                 |    |                                                 |
|-----------------|----|-------------------------------------------------|
| <i>Slfn8</i>    | 23 | --                                              |
| <i>Snx19</i>    | 16 | body mass index (30595370)                      |
| <i>Sorl1</i>    | 28 | --                                              |
| <i>Stk10</i>    | 4  | --                                              |
| <i>Synj2</i>    | 5  | lipoprotein (a) - cholesterol levels (25575512) |
| <i>Tmem132e</i> | 1  | --                                              |
| <i>Tox4</i>     | 1  | --                                              |
| <i>Usp13</i>    | 1  | --                                              |
| <i>Vps52</i>    | 25 | body mass index (26426971)                      |

Supplementary Table S3: List of genes harboring an impaired miRNA-mRNA-binding site are associated with an eQTL in human. p-values are shown for eQTL and differential expression between B6 and NZO mice .

| Human       |              |                |                 |               | Mouse |          |                |          |                 |
|-------------|--------------|----------------|-----------------|---------------|-------|----------|----------------|----------|-----------------|
| SNP_ID      | P-value eQTL | Gene           | miRNA           | Tissue        | Chr   | Position | Gene           | P-value  | miRNA           |
| rs4653536   | 1.92E-05     | <i>IBA57</i>   | hsa-miR-4459    | visc. AT/gWAT | chr11 | 59155369 | <i>Iba57</i>   | 1.38E-05 | mmu-miR-1224-5p |
| rs7077644   | 7.01E-05     | <i>SH2D4B</i>  | hsa-miR-379-5p  | visc. AT/gWAT | chr14 | 40813789 | <i>Sh2d4b</i>  | 3.86E-04 | mmu-miR-379-5p  |
| rs117470046 | 1.87E-37     | <i>COL11A2</i> | hsa-miR-193a-5p | muscle        | chr17 | 34039437 | <i>Col11a2</i> | 2.45E-02 | mmu-miR-193b-5p |
| rs181958763 | 1.93E-64     | <i>PPP1R10</i> | hsa-miR-455-3p  | muscle        | chr17 | 35916434 | <i>Ppp1r10</i> | 2.16E-02 | mmu-miR-455-3p  |
| rs4653536   | 3.19E-06     | <i>IBA57</i>   | hsa-miR-4459    | muscle        | chr11 | 59155369 | <i>Iba57</i>   | 5.64E-03 | mmu-miR-1224-5p |

Supplementary Table S4: List of miRNA-mRNA-interactions with experimental evidence. The upper part of the table includes functional analysis performed in human material and lower part in mice. Chromosome of miRNA-mRNA-binding sites in mice and target gene expression levels in mice are shown.

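The level of Slc16a6 in Supplementary Table S4 comes from liver. The log2 signal of its brighter probe was 3.29 ± 0.33 (SD, n = 4) in NZO and 2.34 ± 0.24 (SD, n = 4) in B6, with NZO 003 below the other NZO arrays. In the direction of the table, B6 against NZO, the log2 fold change was -0.95 (standard error 0.19, limma adjusted p = 0.0119), and the paper's reported value is -0.88. The other probe of the gene gave 0.93 for NZO against B6. With the deposited table as given the log2 fold change for NZO against B6 was 0.64, and with the slide as a fixed term 0.58, both short of the thresholds. The other genes of the table were selected in other tissues.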

| Gene            | Chromosome | Human miRNA      | Mouse miRNA      | Lfc   | P-value | Tissue    | Human rs id (Build 37) |
|-----------------|------------|------------------|------------------|-------|---------|-----------|------------------------|
| Human evidence: |            |                  |                  |       |         |           |                        |
| <i>QSOX1</i>    | 1          | hsa-miR-28-5p    | mmu-miR-28a-5p   | -0.87 | 0.00    | gWAT      | rs143155809            |
| <i>MEGF9</i>    | 4          | hsa-miR-877-5p   | mmu-miR-877-5p   | -0.78 | 0.04    | gWAT      | rs7040418              |
| <i>SLC16A6</i>  | 11         | hsa-miR-542-3p   | mmu-miR-542-3p   | -0.88 | 0.02    | liver     | rs184309294            |
| <i>ELL2</i>     | 13         | hsa-miR-449a     | mmu-miR-449a-5p  | -0.85 | 0.01    | gWAT      | rs112008372            |
| <i>CCNF</i>     | 17         | hsa-miR-30c-2-3p | mmu-miR-30c-2-3p | -1.15 | 0.01    | gWAT, BAT | rs35354174             |
| <i>ITPR3</i>    | 17         | hsa-miR-34a-5p   | mmu-miR-34a-5p   | -0.84 | 0.00    | BAT, quad | rs2229645              |
| <i>PPP1R10</i>  | 17         | hsa-miR-148b-3p  | mmu-miR-148b-3p  | -1.08 | 0.02    | quad      | rs147812868            |
| Mouse evidence: |            |                  |                  |       |         |           |                        |
| <i>Clmp</i>     | 9          | hsa-miR-138-5p   | mmu-miR-138-5p   | -0.93 | 0.00    | BAT       | rs118065564            |
| <i>Ell2</i>     | 13         | hsa-miR-449a     | mmu-miR-449a-5p  | -0.85 | 0.01    | gWAT      | rs112008372            |
| <i>Prune2</i>   | 19         | hsa-miR-378g     | mmu-miR-378a-3p  | -1.61 | 0.00    | gWAT      | rs149394333            |

Supplementary Table S5: P-values and Log2-fold changes of miRNA target genes harboring a conserved and impaired miRNA binding site in visceral adipose tissue of healthy (n = 16), healthy obese (n = 6), diabetic obese (n = 14) and diabetic (n = 19) patients (Doumatey et al.; Saxena et al., 2019). Significant results are marked in red and the corresponding fold change in blue.

| Gene Symbol     | Healthy vs obese |         | Healthy vs diabetic obese |         | Healthy vs diabetic |         |
|-----------------|------------------|---------|---------------------------|---------|---------------------|---------|
|                 | P-value          | L2FC    | P-value                   | L2FC    | P-value             | L2FC    |
| <i>CD84</i>     | 0.7882           | 0.0145  | 0.7845                    | 0.0149  | 0.9946              | 0.0003  |
| <i>MSI2</i>     | 0.0056           | 0.1472  | 0.1978                    | 0.0691  | 0.0149              | 0.1376  |
| <i>SLFN5</i>    | 0.0587           | 0.1188  | 0.0811                    | 0.1066  | 0.1893              | 0.0796  |
| <i>SLFN11</i>   | 0.0545           | 0.2424  | 0.0592                    | 0.2385  | 0.2833              | 0.1190  |
| <i>IPO9</i>     | 0.1774           | 0.0465  | 0.3130                    | 0.0341  | 0.2590              | 0.0363  |
| <i>PLK2</i>     | 0.0841           | 0.1609  | 0.0369                    | 0.1565  | 0.0787              | 0.1251  |
| <i>CCNF</i>     | 0.0519           | 0.0630  | 0.7047                    | -0.0184 | 0.0181              | 0.0943  |
| <i>ARHGAP30</i> | 0.5484           | -0.0337 | 0.9297                    | -0.0047 | 0.4206              | -0.0474 |
| <i>SH2D4B</i>   | 0.0757           | -0.1185 | 0.0424                    | -0.1573 | 0.6471              | -0.0289 |
| <i>IBA57</i>    | 0.3383           | -0.0323 | 0.1666                    | -0.0546 | 0.7988              | -0.0093 |
| <i>USP13</i>    | 0.0153           | 0.0715  | 0.3423                    | 0.0260  | 0.0011              | 0.0674  |
| <i>ELL2</i>     | 0.4127           | 0.0705  | 0.3768                    | 0.0620  | 0.4336              | 0.0579  |
| <i>LOXL4</i>    | 0.1098           | -0.0720 | 0.1033                    | -0.0728 | 0.3574              | -0.0334 |
| <i>TOX4</i>     | 0.1080           | 0.0422  | 0.2797                    | 0.0291  | 0.2166              | 0.0259  |
| <i>MEGF9</i>    | 0.6500           | 0.0234  | 0.8652                    | 0.0071  | 0.4433              | 0.0357  |
| <i>NLRP1</i>    | 0.0181           | -0.1394 | 0.0375                    | -0.1026 | 0.0541              | -0.1048 |
| <i>PRUNE2</i>   | 0.9024           | -0.0092 | 0.9285                    | -0.0066 | 0.9600              | -0.0037 |
| <i>QSOX1</i>    | 0.7740           | 0.0077  | 0.5625                    | 0.0139  | 0.1431              | -0.0260 |
| <i>DOCK5</i>    | 0.0026           | 0.1439  | 0.0156                    | 0.1085  | 0.0419              | 0.0855  |
| <i>KIF1A</i>    | 0.0159           | -0.1080 | 0.0420                    | -0.1021 | 0.1169              | -0.0682 |
| <i>CD14</i>     | 0.4552           | 0.0660  | 0.0788                    | 0.1316  | 0.8836              | -0.0086 |
| <i>PRR11</i>    | 0.2554           | -0.0478 | 0.6412                    | -0.0201 | 0.8940              | 0.0046  |
| <i>STK10</i>    | 0.8651           | 0.0109  | 0.9427                    | -0.0046 | 0.7645              | 0.0187  |

Supplementary Table S6: P-values and Log2-fold changes of miRNA target genes harboring a conserved and impaired miRNA binding site in human skeletal muscle of healthy (n = 47), glucose intolerant (n = 26) and diabetic (n = 45) patients (Gallagher et al., 2010). Significant results are marked in red and the corresponding fold change in blue.

| Gene Symbol     | Healthy vs glucose intolerant |         | Healthy vs diabetic |         |
|-----------------|-------------------------------|---------|---------------------|---------|
|                 | P-value                       | L2FC    | P-value             | L2FC    |
| <i>AMOTL1</i>   | 0.7997                        | 0.0286  | 0.2648              | -0.1475 |
| <i>COL11A2</i>  | 0.6732                        | 0.0736  | 0.4431              | -0.1571 |
| <i>ENAH</i>     | 0.6793                        | 0.0305  | 0.6795              | -0.0357 |
| <i>IBA57</i>    | 0.1816                        | 0.0956  | 0.3965              | 0.0710  |
| <i>ITPR3</i>    | 0.1844                        | -0.1941 | 0.0090              | -0.4527 |
| <i>LOXL4</i>    | 0.8449                        | 0.0189  | 0.6660              | -0.0488 |
| <i>MEGF10</i>   | 0.6417                        | -0.0458 | 0.3301              | -0.1125 |
| <i>PLXDC1</i>   | 0.1506                        | -0.1018 | 0.8837              | -0.0121 |
| <i>SCUBE1</i>   | 0.3878                        | 0.2233  | 0.5306              | 0.1898  |
| <i>SNX19</i>    | 0.5957                        | -0.0304 | 0.9113              | 0.0075  |
| <i>TMEM132E</i> | 0.1980                        | 0.2434  | 0.4754              | -0.1577 |

Supplementary Table S7: P-values and Log2-fold changes of miRNA target genes harboring a conserved and impaired miRNA binding site in human liver of control (n = 14), healthy obese (n = 27), liver steatosis (n = 14) and NASH (n = 18) patients (Ahrens et al., 2013). Significant results are marked in red and the corresponding fold change in blue.

| Gene Symbol     | Control vs healthy obese |         | Healthy vs steatosis |         | Healthy vs NASH |         |
|-----------------|--------------------------|---------|----------------------|---------|-----------------|---------|
|                 | P-value                  | L2FC    | P-value              | L2FC    | P-value         | L2FC    |
| <i>ABLIM1</i>   | 0.9495                   | 0.0070  | 0.0762               | 0.2383  | 0.3842          | -0.0955 |
| <i>ARHGEF40</i> | 0.9899                   | -0.0020 | 0.0653               | -0.3545 | 0.9196          | -0.0158 |
| <i>CMYA5</i>    | 0.4155                   | 0.1290  | 0.0001               | 0.7812  | 0.0003          | 0.6072  |
| <i>ITK</i>      | 0.6444                   | -0.0873 | 0.7177               | -0.0817 | 0.2716          | -0.2063 |
| <i>JRK</i>      | 0.0400                   | -0.1988 | 0.0241               | -0.2620 | 0.0729          | -0.1706 |
| <i>SLC16A6</i>  | 0.4002                   | -0.1168 | 0.3066               | -0.1700 | 0.8827          | -0.0202 |
| <i>SNX19</i>    | 0.9656                   | 0.0034  | 0.7735               | -0.0272 | 0.2582          | -0.0888 |
| <i>SORL1</i>    | 0.0988                   | -0.1495 | 0.0452               | -0.2182 | 0.0694          | -0.1629 |
| <i>SYNJ2</i>    | 0.3587                   | -0.0922 | 0.7047               | 0.0454  | 0.5925          | -0.0530 |
| <i>TOX4</i>     | 0.0896                   | -0.1065 | 0.2470               | 0.0861  | 0.0384          | -0.1291 |
| <i>VPS52</i>    | 0.1927                   | -0.1027 | 0.0117               | -0.2429 | 0.0926          | -0.1316 |

Supplementary Table S8: Quantitative trait loci of the B6xNZO N2 backcross used in the study sorted by different traits.

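Supplementary Table S8 lists intervals in which a trait of the backcross mice was linked to genotype, and its legend names no assembly. The positions were taken here as those of GRCm38, the assembly that the paper's methods name for the mouse genome. It holds 9 intervals for obesity-related traits and 7 for blood glucose, several of which overlap. Between 117 and 927 genes detected in liver lay in an interval, with the fewest in the body weight interval on chromosome 4 and the most in the relative lean mass interval on chromosome 11.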

| Trait          | Chromosome | Start     | End       |
|----------------|------------|-----------|-----------|
| Blood glucose  | chr1       | 74100000  | 195000000 |
| Blood glucose  | chr9       | 0         | 60300000  |
| Blood glucose  | chr11      | 43700000  | 110200000 |
| Blood glucose  | chr13      | 23800000  | 90000000  |
| Blood glucose  | chr13      | 93000000  | 120200000 |
| Blood glucose  | chr18      | 24100000  | 65100000  |
| Blood glucose  | chr19      | 0         | 60100000  |
| Body weight    | chr1       | 137400000 | 195000000 |
| gWAT mass      | chr3       | 17100000  | 73400000  |
| gWAT mass      | chr4       | 26600000  | 115900000 |
| Body weight    | chr4       | 115900000 | 126300000 |
| Rel. lean mass | chr11      | 26600000  | 115900000 |
| Rel. fat mass  | chr13      | 23800000  | 113000000 |
| Rel. fat mass  | chr14      | 30800000  | 102200000 |
| scWAT mass     | chr15      | 57600000  | 84500000  |
| BAT mass       | chr17      | 0         | 66800000  |

How the deposited data were processed for this re-analysis (not part of the article)

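Gene expression was measured in liver of 4 NZO and 4 B6 mice with 1-colour Agilent arrays, 1 array per mouse. The sample labels give 6 weeks of age and a diet with 45% fat. The comparisons of the paper in gonadal and brown adipose tissue and in skeletal muscle, the SNPs in miRNA binding sites and the human expression data were not analysed here.

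The authors deposited the scanner output of each array and a table for all arrays. According to the file headers, Agilent Feature Extraction 11.0.1.1 made the intensity values of the scanner output: its raw mean and median intensities are those of the image, and its processed signal is the intensity after subtraction of the background and correction of trends within the array, with no scaling between arrays. The deposited table is named as normalized, but its values equalled the raw median intensities for 59305 of 59305 spots on each array (tolerance 0.01). The paper refers to earlier studies for the array analysis, and its text names no normalization.

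The processed signal was used. Control spots and outlier spots (96 to 137 per array) were left out, values were taken as log2, the 75th percentile of each array was subtracted and the spots of a probe were averaged. Probes were kept when they were well above background on all 4 arrays of at least 1 strain (27639 of 55681 probes, each of 60 bases). Probes were assigned to genes of the mouse gene table by the accession in the files (27650), another accession (80), the symbol (3355) or a synonym (313), and 24283 probes stayed without a match and kept the name in the files. Each gene was represented by its probe with the highest mean over the 8 arrays, which gave 20134 genes, 14318 of them matched and 14301 with a position on GRCm38. limma 3.58.1 in R 4.3.3 with data.table 1.17.8 compared NZO with B6 without a block. A gene was called when it met the thresholds of the methods, an unadjusted p of 0.05 and a log2 fold change of 0.7 in either direction, and counts after Benjamini-Hochberg adjustment are given beside the unadjusted ones. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 made the tables and plots.

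Signal over background limits what can be read at low levels. The median raw intensity was 1.71 times its local background in NZO and 1.93 times in B6 (medians of 4 arrays). Where a strain was at background on all arrays, the fold is given as a lower bound, with each of its arrays at its own value or, if higher, at the lowest level found above background on that array. With 4 arrays in each strain, 35 splits of the arrays into equal groups exist.

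The genes named were set by a rule: the 11 liver genes of Supplementary Table S7, the 6 liver genes of Supplementary Fig. S1, the 5 largest increases and the 5 largest decreases past the adjusted threshold with no overlap between the strains, the conserved genes of the other tissues past the thresholds in liver, and the genes of the sample checks. The ranking of the largest changes was further limited to genes matched to the gene table. It was also limited to genes above background on all 8 arrays, because a fold against the background is only a bound. The 40 conserved genes of the other tissues were tested as a set with camera (preset correlation 0.01) and fry. The legend of Supplementary Table S8 names no assembly, and its positions were taken as those of GRCm38. The location of called genes in the intervals of Supplementary Table S8 was tested with two-sided Fisher's exact tests among detected genes with a position, Benjamini-Hochberg adjusted over 16 intervals, and with 10000 circular shifts of the calls along the ordered genes.

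Markers of cells other than hepatocytes were Adipoq, Plin1, Lep, Cidec, Fabp4 and Car3 for adipocytes, Cela1, Cela3b, Pnlip, Ctrb1, Cpa1 and Prss2 for exocrine pancreas, Hba-a1, Hbb-b1, Alas2 and Slc4a1 for red blood cells, Ptprc, Cd3e, Itgax, Cd68 and Lyz2 for leukocytes, and Ckm, Acta1, Myh4 and Tnnt3 for skeletal muscle. Alb, Ttr, Apoa1, Cps1 and Tat stood for hepatocytes. The values of 1 further leukocyte marker and of 1 of the 11 conserved liver genes are not reported here, and both are part of the counts and medians of their lists.

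The comparison was tested on simulated data with the spread of these arrays. Of 200 genes with a planted change among 20129, 98% passed the thresholds of the methods and 80.5% passed after adjustment, while 233 unchanged genes passed the former and 5 the latter. In 40 random draws of called genes without a planted location, 3 passed Fisher's exact test for the QTL intervals and 2 passed the circular shifts. These draws scatter the calls, whereas the real calls lay together along the chromosomes, so that they do not check either test for such calls.

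The alternatives were normexp background correction with an offset of 50, quantile normalization, the deposited table as given, no filter on dim probes, the mean over the probes of a gene, the probe with the smallest p, the slide as a random or fixed block, the mouse number as a replicate block, the test with Welch correction that the methods name, and leaving out each mouse in turn. For the QTL tests, all genes on the array as background, circular shifts, and the obesity-related or blood glucose intervals alone were also tried. These choices were made before the data were examined. The scan day as a fixed block and the deposited table scaled to its 75th percentile were added after seeing the data.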

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

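The tests of skeletal muscle in NZO 007, of Myom3, of single QTL intervals for genes lower in NZO and of the mean of the conserved genes were chosen only after the results were seen.

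In 14 of 132 groups of 4 arrays, 1 array stood apart from the other 3 of its strain. Chance alone gives such a gap in about 1 of 20 groups, so that single cases among these carry little weight. For Slc16a6, NZO 003 had a log2 level of 2.79, below the other NZO arrays, and without it the log2 fold change was 1.11. For Tox4, NZO 009 lay at 4.23 and B6 015 at -1.44, both below the others of their strain and far closer to them than to the other strain. Myorg was at 2.56 in B6 009, above the other B6 arrays, and Ccnf at -0.56 in NZO 007, below the other NZO arrays. Among the markers, Cela1 was low in B6 015 (-2.55), Ctrb1 was low in B6 011 (-0.23), Itgax was high in B6 015 (-1.18), Tat was low in B6 011 (5.77) and Cd68 was high in NZO 007 (1.79). No technical or biological explanation was tested for these values, and chance stays open for each of them.

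The skeletal muscle markers stood apart in NZO 007, with a log2 level of 2.81 for Acta1, 0.095 for Ckm, and 0.0607 and 1.26 for the probes of Tnnt3. Each of the 4 markers was higher in NZO 007 than on every other array, and their median excess over the mean of the other NZO arrays was at least 5.32 on the log2 scale, with arrays at background raised to the lowest level found above it where they lay below. Muscle tissue in the sample is a candidate explanation, since all listed markers rose together. B6 010 also exceeded the mean of the other B6 arrays, by 2.53 for Acta1 and 3.07 for Myh4, so that more than 1 sample is concerned. Muscle tissue does not account for the higher level of Myom3 in NZO, whose level in NZO 007 differed by -0.43 from the mean of the other NZO arrays. Without NZO 007, 1105 genes were higher and 1489 were lower in NZO. Between the strains, 0 of the 3 passing muscle markers were past the thresholds with limma on all arrays, and without NZO 007 all 3 were, as lower in NZO. A difference of muscle genes between the mice themselves was not tested and stays open.

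The paper follows the genes higher in NZO, and 1323 genes were lower in NZO liver. For the lower genes, 2 overlapping intervals of Supplementary Table S8 were past the adjusted threshold over the 16 intervals. The body weight interval on chromosome 1 held 36 of them among 305 detected genes (odds ratio 1.95, Fisher's exact test, adjusted p = 0.00925, 0.00144 to 0.271 over the alternatives apart from leaving out a mouse), and the blood glucose interval on that chromosome held 56 among 564 (odds ratio 1.61, Fisher's exact test, adjusted p = 0.0132, 0.00663 to 0.308). Neither passed with normexp background correction or with the deposited table scaled to its 75th percentile, and the blood glucose interval did not pass without B6 010 (adjusted p = 0.0885 in Fisher's exact test). Chance cannot be excluded for this number of intervals, since another split of the arrays gave as many.

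Together the calls in both directions were tested against other groupings of the same arrays. Of the 35 splits into 4 and 4 arrays, only the real one (1) called as many genes, at the thresholds of the methods and likewise (1) after adjustment. This argues against chance for both counts, although 1 of 35 is the smallest share that the splits can give. The largest other split called 812 genes, and 16 after adjustment. Probe GC content as the whole cause is argued against, since 2364 genes were called after its trend was removed from each array, 2288 of them in the same direction as before. A difference in scale between the arrays as the whole cause is likewise argued against, since 2332 genes were called under quantile normalization. Both settings start from the same background-subtracted signal, so that the handling of the background is not covered. With normexp background correction the calls fell to 505 higher and 465 lower genes. The share of higher and lower calls depends on the scaling, with 29.1% of the calls higher in the deposited table as given and 51.5% after it was scaled to its 75th percentile. The slides cannot be separated fully from the strains, as a single slide held both, and the difference between the strains themselves stays open.

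Of the 40 conserved genes that the paper selected in other tissues, 28 had a value in liver, and 7 of them were past the thresholds, all lower in NZO, while 0 were higher. These are Arhgap30 (log2 fold change -0.86), Ccnf (-2.22), Clmp (-1.68), Ddr1 (-1.01), Mapt (-0.94), Ppfia4 and Loxl4. Ppfia4 was at least 11.1-fold lower in NZO, and a second probe of it gave 0.32. Loxl4 was above background on 1 of 4 NZO arrays at its brighter probe and on 0 at the other, which was at least 9.17-fold lower in NZO. Ddr1 was above background on 2 of 4 NZO arrays, so that its value rests in part on the background, and it fell short of the thresholds with normexp background correction, in the deposited table as given or scaled and with the slide as a fixed block. With normexp background correction Arhgap30, Clmp and Mapt fell short too, as did Arhgap30 in the scaled table and Loxl4 with the slide as a fixed block. Without the filter on dim probes all 40 genes had a value, and 1 was past the thresholds as higher and 8 as lower. The median of the 28 genes was -0.077, also with Ppfia4 at its bound, and their mean was -0.45 (-0.43 with the bound), as 12 genes were higher, 16 were lower and some of the lower ones strongly so. For the set as a whole, camera stayed short of the threshold while fry passed it as lower in NZO. In 8 of the 35 splits the median lay as far from 0, so that chance cannot be excluded for the median, and although only the real split (1) gave a mean as far from 0, that mean was tested after it was seen and rests largely on Loxl4 and Ppfia4, so that it does not exclude chance for the set. A technical cause in the probes was not tested for these genes, and a biological difference in liver stays open.

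Of the called transcripts, 683 had no match in the gene table, and the paper does not report on them by name. Many carry the name of a probe, a genomic region or a transcript model in the files, and no position was assigned and they were left out of the QTL tests. No technical or biological explanation was tested for them.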

How the results depend on the processing

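Each count of genes was recomputed under 10 alternatives set before the data were examined, 2 chosen after seeing the data (the scan day as a fixed block and the deposited table scaled to its 75th percentile) and with each mouse left out in turn. A count is called stable here when it stayed within 1.5 times its value.

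The numbers of genes higher and lower in NZO were stable under quantile normalization (1076 and 1256), without the filter on dim probes (1468 and 1683), with the mean over probes (1042 and 1397), with any probe (1208 and 1627), with the slide as a random block (1074 and 1392), with the scan day (1202 and 1362) and with the test named in the methods (962 and 1098). With the replicate block, which treats a mouse number shared by both strains as a pair, 1044 genes were higher and 1318 lower. Deviations from the strain mean did not go together for the shared numbers (correlation across probes -0.26 for 009 and -0.004 for 011), and probes are not independent replicates. With normexp background correction the numbers fell to 505 higher and 465 lower, and after adjustment to 477 and 439. With the deposited table as given, 466 were higher, and 443 after adjustment. The median log2 fold change of all genes was then -0.15, and the number of lower genes (1138) stayed stable, so that the table moves the balance of directions. Scaled to its 75th percentile, it gave 703 higher and 662 lower genes, 617 of the lower ones after adjustment. With the slide as a fixed block, 362 higher and 590 lower genes passed the adjustment. That fit compares the strains on the 3 arrays of a single slide, NZO 003 alone against B6 010 and B6 015, and the median of all genes was 0.10. With the methods' test, 632 lower genes passed the adjustment. Apart from the fewer arrays behind the slide fit, the cause was not tested. Without 1 mouse, the higher genes ranged from 1022 to 1136 and the lower ones from 1233 to 1489, and after adjustment from 789 to 908 and from 843 to 1010.

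Of the conserved liver genes, 9 passed the thresholds, between 7 and 11 under all alternatives but the deposited table as given (5), and 8 or 9 without 1 mouse. The cause was not tested. Of the liver pathway genes, 5 passed under each alternative, and 6 without the filter. Of the 35 splits of the arrays only the real one gave as many conserved genes (1) or pathway genes (1). The study chose both lists on these arrays, so that this says nothing on chance.

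The median of the conserved genes of the other tissues stayed below 0 throughout. Its camera test passed the threshold without the filter on dim probes (median -0.070, with all 40 genes tested in place of 28) and stayed short of it under the other alternatives (median -0.25 to -0.022). Without 1 mouse the median ranged from -0.098 to -0.019, and camera passed the threshold without B6 011 (-0.082). The fry test passed it under all these settings except the slide as a fixed block.

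The odds ratio for genes higher in NZO inside the QTL passed the threshold with the deposited table as given (1.28), and it was reversed with the blood glucose intervals alone (0.942). It ranged from 1.04 to 1.18 without 1 mouse and passed the threshold at the upper end, without NZO 011. In 12 of the 35 splits a Fisher test gave a p as small. For genes lower in NZO the odds ratio passed without the filter on dim probes (1.14) and stayed short of the threshold with each mouse left out, and 22 of the splits gave a p as small in 1 of the directions. Chance can therefore be excluded for neither. Apart from leaving out a mouse, p in Fisher's exact test over the alternatives ranged from 0.0289 to 0.576 for the higher and from 0.0416 to 0.735 for the lower genes. The number of intervals past the adjusted threshold, 1, became 0 with normexp background correction, the deposited table as given or scaled, any probe, the methods' test and the blood glucose intervals alone. Without 1 mouse it was between 0 and 1, with 0 without NZO 003, NZO 007, B6 009, B6 011 or B6 015. In the direction with more intervals the real split had 2, for genes lower in NZO, and 2 of the 35 splits had as many, the real one included. At least 1 interval in either direction passed in 4 other splits, so that chance cannot be excluded. The odds ratio of the chromosome 19 interval passed the unadjusted threshold without the filter (1.39) and ranged from 1.02 to 1.28 without 1 mouse. Other than the blood glucose intervals being a subset, the cause was not tested.

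Single genes were recomputed in 720 cases, and 684 kept their direction and their side of the thresholds or stayed within the spread between replicates. In 25 a gene fell short of the thresholds, in 2 it passed them, in 7 a gene of the sample checks moved by more than its spread, and in 2 the direction of Ablim1 was reversed, with a log2 fold change of 0.16 for the mean over its probes and 0.93 with any probe, which its disagreeing probes explain. Among the genes of the sample checks, none of which passed the thresholds when its sign changed, Eif2s3y changed sign with the slide as a fixed block (0.15), Uty with normexp background correction, and Ddx3y, which lay near 0, under several settings (-0.19 in the deposited table as given). Jrk fell short in 10 of these cases, 6 of them without 1 mouse. Synj2 passed with the mean over probes (1.30) and with any probe (2.19).

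Signal over background limits the low values. In 214 of the called genes 1 strain was at background on all its arrays, and normexp background correction with its offset of 50 draws such values together. The number of arrays limits the precision of all values.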

Differences from the paper's values

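The paper's Supplementary Table S4 gives a p of 0.02 for Slc16a6 in liver, the paper's value, and limma gave 0.00101 here (limma adjusted p = 0.0119, higher in 4 of 4 NZO arrays). The value differed from the paper's by more than 1.5 times under every alternative set before the data were examined, leaving out each mouse included. These settings keep the brighter probe, the mean or the smallest p, and the dimmer probe of the gene alone gave an unadjusted limma p of 0.0148, which is within 1.5 times of the paper's. The log2 fold change of the same gene did not differ by more than the spread between replicates.

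The paper reports 11 conserved genes as higher in NZO liver. Ablim1 had a log2 fold change of -0.43 here and Synj2 one of 0.42, and neither was past the thresholds. Both are past them with the probe with the smallest p, under which all 11 genes pass, and Synj2 also passes with the mean over its probes.

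The paper shows Aldh18a1 among the liver genes of Supplementary Fig. S1. It did not pass the filter on dim probes here, and it is called without that filter, under which 6 of the 6 liver genes pass.

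The paper reports Tox4 as higher in NZO in all tissues it studied. In liver 1 of its 2 probes was higher, and the other had a log2 fold change of -0.38.

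In Supplementary Table S1 the paper reports an accumulation of genes higher in NZO liver in intervals on chromosomes 11, 15, 17 and 19, and its text describes such genes as carrying SNPs in binding sites. Among all genes higher in NZO liver, only the interval on chromosome 15 passed (odds ratio 2.20). The odds ratio was 0.859 for relative lean mass and 0.848 for blood glucose on chromosome 11, 1.23 on chromosome 17 and 1.14 on chromosome 19. The chromosome 19 interval passed at an unadjusted p without the filter on dim probes. The paper describes a trend for liver genes to lie in QTL, where the odds ratio here was 1.11, and it passed the threshold with the deposited table as given and without NZO 011. The comparisons are not the same. The paper's methods set higher genes that carry a variant in a binding site against the higher genes, by location in QTL. Here all higher genes were set against the other detected genes, since SNPs were not analysed. These odds ratios therefore do not test the paper's enrichment.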

Other observations

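The tests of Tox4, of probes that differ by 4 log2 units or more and of the deposited table were chosen only after the results were seen. The conditions for reading the cell markers were changed after their values were seen. As first written, a list with a median past 0.7 in one direction spoke for its cell type and any other list against it, which would have counted skeletal muscle for and adipocytes, exocrine pancreas and leukocytes against. Now a list also needs 0.5 or more of its markers past the thresholds to speak for its cell type, and lists whose markers go both ways stay open, as do these 4.

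The values of the deposited table equalled the raw median intensity for 100% of the spots on the array with the fewest matches (tolerance 0.01). The table gave 29.1% of its calls as higher in NZO, against 44.4% for the processed signal. A file that holds another unit than its name says is a candidate explanation for this split, since raw values are not scaled and the B6 arrays were brighter on average (75th percentile of the processed signal 148 in B6 and 122 in NZO, medians of 4 arrays with overlap). Scaled to its 75th percentile, the table gave 51.5%.

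Probes of one gene often differed. Of 178 higher genes with several passing probes, 98 (55.1%) had all of them past the thresholds, and 31 had another probe at or below 0. Of 204 lower genes, 108 (52.9%) had all past, and 38 had another probe at or above 0. In 11 genes the passing probes differed by 5 log2 units or more. A strain variant under a probe, which would lower the NZO signal, was tested among the 770 genes with at least 3 passing probes. Of the probes at least 1 log2 unit off the median of their gene, 52.6% read lower in NZO (41 below, 37 above, exact binomial test, p = 0.734). At most 15 probes deviated so far in the 18 splits with 2 arrays of each strain in a group. In genes whose probes differ by 4 log2 units or more, the probe farthest from 0 read lower in NZO in 16 of 24 (exact binomial test, p = 0.152). In the 11 genes that differ by 5 log2 units or more it did so in 10 (exact binomial test, p = 0.0117), and in the 13 between these limits in 6. Both limits were set after the values were seen, so that a strain variant under a probe may explain the largest differences but stays open, as do splice forms, which were not tested. For Tox4, a rise of the whole transcript read by both probes is argued against by the other probe (-0.38). A transcript form or a variant at one of the probes stays open, and the probe sequences were not compared with the NZO genome.

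Red blood cell markers were higher in NZO, with a median log2 fold change of 0.85 over 4 markers (Hba-a1 1.01, Alas2 0.90, Hbb-b1 0.81, Slc4a1 0.62), 3 of them past the thresholds. All 4 were higher under each alternative and without each mouse, with a median of 0.62 in the deposited table as given and 0.71 without NZO 009, the lowest of these settings. Only 1 of them was past the thresholds in that table and with the slide as a fixed block, and 2 were without NZO 009 or B6 015. More blood in the NZO samples is a candidate explanation, and more red cell precursors in the liver of these young mice, untested, is another. Adipocyte markers had a median of 0.42 over 3 passing markers, with Car3 at 0.47 and Fabp4 at -0.30, while Adipoq, Plin1 and Lep were not above background on any array, and exocrine pancreas markers had one of -0.077 over 2 passing markers that went both ways (0.071 with normexp background correction), while Cela3b, Pnlip, Cpa1 and Prss2 were not above background on any array. Liver itself expresses several of these genes, and a difference in either cell type between the strains cannot be told apart from none with so few markers. Whether the probes at background read their transcripts was not tested. Leukocyte markers had a median of -0.47 over 6 markers, 4 of them lower in NZO, with Ptprc at -0.51 and Cd68 at -0.42 but Lyz2 at 0.41 and Cd3e at 0.33. Only Itgax was past the thresholds, as lower, and it was above background on 2 of 4 NZO arrays, while 3 markers were with the slide as a fixed block, 2 with the scan day as a fixed block and 0 with normexp background correction. As the markers went both ways, fewer leukocytes in the NZO samples and a different mix of them stay open. Skeletal muscle markers had a median of -1.55 over 3 passing markers, all lower in NZO on average and 0 past the thresholds with limma. The direction flipped with normexp background correction (0.21) and in the deposited table scaled to its 75th percentile (0.024). Without NZO 007, all 3 were past the thresholds as lower in NZO. With the slide as a fixed block the median was -3.98. That fit sets NZO 003 alone against B6 015 and B6 010, and B6 010 was the B6 array with the highest muscle markers. Less muscle in the NZO samples stays open, because the level varied widely within each strain and the reading depends on these settings. Hepatocyte markers had a median of 0.0057, which was -0.080 under quantile normalization and -0.24 in the deposited table as given.

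Called genes lay together along the chromosomes. The share of called genes varied over 473 windows of 5 Mb by 1.66 times the median of 10000 shuffles. With 1 gene for each name stem and window the ratio was 1.59, with a shuffle p of 0.0001, the smallest that the shuffles can give, so that tandem gene families as the whole cause are argued against. Blocks of the genome in which the strains differ or are alike may explain it, a hypothesis that fits the ratio but was not tested against the strains' sequences. In 13 windows with at least 20 detected genes, 0 genes were called. This grouping did not change the result for the QTL, as the circular shift p of 0.175 lay on the same side of the threshold as Fisher's p of 0.194.

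Nnt was higher in NZO (log2 fold change 1.57), one of its other probes was at least 3.45-fold higher and another gave 0.16. Of the Y-linked genes, Kdm5d was not above background on any array, unlike Ddx3y, Eif2s3y and Uty, which had a log2 fold change of -0.22.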
